# Fecal microbiota transplantation from female donors restores gut permeability and reduces liver injury and inflammation in middle-aged male mice exposed to alcohol

**DOI:** 10.3389/fnut.2024.1393014

**Published:** 2024-04-18

**Authors:** Arantza Lamas-Paz, Mariana Mesquita, Marcos Garcia-Lacarte, Olga Estévez-Vázquez, Raquel Benedé-Ubieto, Alejandro H. Gutierrez, Hanghang Wu, Hector Leal Lasalle, Javier Vaquero, Rafael Bañares, Eduardo Martínez-Naves, Sergio Roa, Yulia A. Nevzorova, Gonzalo Jorquera, Francisco Javier Cubero

**Keywords:** alcohol and gender, gut-liver axis, fecal microbiota transplantation, steatosis, senescence

## Abstract

**Background:**

Alcohol misuse, binge drinking pattern, and gender-specific effects in the middle-aged population has been clearly underestimated. In the present study, we focused on understanding gender-specific effects of alcohol exposure on the gut-liver axis and the role of gut microbiota in modulating gender-specific responses to alcohol consumption.

**Methods:**

Fifty-two-week-old female and male C57BL/6 mice were fasted for 12 h, and then administered a single oral dose of ethanol (EtOH) (6 g/kg). Controls were given a single dose of PBS. Animals were sacrificed 8 h later. Alternatively, fecal microbiota transplantation (FMT) was performed in 52-week-old male mice from female donors of the same age. Permeability of the large intestine (colon), gut microbiota, liver injury, and inflammation was thoroughly evaluated in all groups.

**Results:**

Middle-aged male mice exposed to EtOH showed a significant increase in gut permeability in the large intestine, evaluated by FITC-dextran assay and ZO-1, OCCLUDIN and MUCIN-2 immuno-staining, compared to PBS-treated animals, whilst female mice of the same age also increased their gut permeability, but displayed a partially maintained intestinal barrier integrity. Moreover, there was a significant up-regulation of TLRs and markers of hepatocellular injury, cell death (AST, TUNEL-positive cells) and lipid accumulation (ORO) in male mice after EtOH exposure. Interestingly, FMT from female donors to male mice reduced gut leakiness, modified gut microbiota composition, ameliorated liver injury and inflammation, TLR activation and the senescence phenotype of middle-aged mice.

**Conclusion:**

Our findings highlighted the relevance of gender in middle-aged individuals who are exposed to alcohol in the gut-liver axis. Moreover, our study revealed that gender-specific microbiota transplantation might be a plausible therapy in the management of alcohol-related disorders during aging.

## Introduction

Alcohol misuse is causing important morbidity and mortality worldwide (1). Globally, it causes 3.8% mortality and 4.6% of disability-adjusted life-years lost (2). Unfortunately, heavy drinking is increasing worldwide, and therapeutic management needs to be developed in order to fight this plague. According to the 2019 National Survey on Drug Use and Health, about 66 million, or about 24% of people in the United States ages 12 and older reported binge drinking (3). Binge drinking is typically defined by the National Institute on Alcohol Abuse and Alcoholism (NIAAA) as four of more drinks in adult women, or five or more drinks in adult men in a period of 2 h; with values of blood alcohol concentration (BAC) to 0.08% or higher (3).

Binge drinking became a common practice between young adults in developing countries; however, rates have been decreasing in the last decade, meanwhile the prevalence is increasing among older adults, with a past month prevalence- rate of 17.5% in middle-aged adults (4, 5). While the effects of binge drinking have been recently studied in young adults, the effects in middle-aged populations remain elusive (3). The high frequency of this practice and the lack of awareness in terms of the pathophysiological effects triggered by this form of alcohol misuse make it necessary to study.

Remarkably, alcohol disrupts the gut-liver axis, including alterations in the gut permeability [changes in tight junctions (TJs) and mucus barrier], gut microbiome dysbiosis (disturbances in the composition of the microbiome producing a disbalance of pathogenic and commensal organisms), and antimicrobial peptide production (increases microbial exposure to these peptides and development of a proinflammatory environment in the liver) (6–8). Current data indicate that besides the direct toxic effect of alcohol on liver parenchymal cells, abnormal gut microbiota, loss of intestinal barrier function, and the resultant activation of toll-like receptors (TLRs) on liver immune cells contribute to the pathogenesis of alcohol-related liver disease (ArLD). Notably, the contribution of an altered gut microbiota to ArLD begins before any indication of liver disease (9). Emerging evidence showed that gut microbiota composition is critical to maintain homeostasis of the gut-liver axis, and as part of this bidirectional communication the liver shapes intestinal microbial communities (9).

In the present study, we aimed to thoroughly examine the effects underlying the pathophysiology of alcohol intoxication in middle-aged female and male mice, evaluating the role of gender-specific gut microbiota and its influence on the gut-liver axis.

## Materials and methods

### Animal model of acute EtOH intoxication

C57BL/6J background from ENVIGO (Valencia, Spain) were bred and maintained in the animal facility of the Complutense School of Medicine in a temperature and humidity-controlled room with 12-h light/dark cycles and allowed food and water *ad libitum*. For our study, we used 52-week-old female and male mice; 52-week-old female mice are reproductively senescent (10). Animal studies were approved by the Conserjería de Medio Ambiente, Administración Local y Ordenación del Territorio (PROEX 125.1/20 and 264.2/23).

Acute administration of EtOH was done by oral gavage. In summary, wildtype (WT) mice (*n* = 4–11 per experiment) were fasted at night for 12 h. In the morning, they were fed with one oral dose of 30% EtOH (gavage of 6 g/kg body weight) with a gavage needle (Kent Scientific, Torrington CT) (11). As controls, we used phosphate-buffered saline (PBS) gavage. All animals were sacrificed with isoflurane (SOLVET, Segovia, Spain) 8 h after the challenge.

### Antibiotics treatment and fecal microbiota transplantation

Fifty-two weeks-old male mice were treated with a high-dose of an antibiotics cocktail (ABx) before FMT (day 1). ABx was prepared in sterile H_2_O at the following concentration: ampicillin (1 mg/ml), vancomycin (5 mg/ml), streptomycin (10 mg/ml), and metronidazole (10 mg/ml). this antibiotics cocktail combines b-lactam (ampicillin), glycopeptide (vancomycin), aminoglycoside (streptomycin) and nitroimidazole (metronidazole) antibiotics and was proved sufficient to decrease mouse gut microbial load within hours (12), targeting against the full spectrum of bacteria including both gram positive (ampicillin and vancomycin) and gram negative (ampicillin and neomycin) strains. All antibiotics were obtained from Gregorio Marañón University Hospital, Madrid (Spain). Antibiotics cocktails were freshly prepared on the day of treatment and was administered by one-time oral gavage (250 μl each mouse) on Day 0 after the collection of fecal samples.

Fecal pellets were collected from 52 weeks-old mice from all groups of mice before the ABx administration (Day 0). Stool from 52 weeks-old female mice were pooled, mixed and homogenized in PBS at concentration at 1 g feces/10 mL PBS (13, 14). Mixture was centrifuged at 500 rpm for 5 min at 4°C and supernatants were collected and used for FMT. Each 52 weeks-old male mice received 150 μL of the supernatant by oral gavage once a day continuously for 3 days (Days 2–4). Acute intoxication of 30% EtOH (gavage of 6 g/kg body weight) was administrated, and mice were sacrificed as previously mentioned 15 days after the FMT and at the age of 52 weeks-old (Day 19). EtOH gavage was performed as mentioned before (12). Stool from 52 weeks-old male mice was collected during and 16 days after FMT to further studies to analyze changes in gut microbiota.

### Histological and morphological analyses

Livers and colon from mice were harvested and after fixation with 4% PFA were embedded in paraffin for further histological evaluation. Hematoxylin and Eosin (H&E) and Oil Red O (ORO) staining were performed on liver and colon sections and liver sections, respectively as previously described (15, 16). Photomicrographs of stained sections were randomly taken in a 20X and 40X magnification in an optical microscope (Nikon Eclipse Ci, Tokyo, Japan) and Oil Red-O-positive areas were quantified using free NIH Image/J software (National Institutes of Health, Bethesda, MD, USA) as previously described (17).

### Biochemical measurements

Blood from the portal vein of each mouse was collected and sent to the University Hospital RWTH of Aachen, Germany and to Gregorio Marañon Research Institute (iISGM) in Madrid, Spain. Aspartate aminotransferase (AST) and alanine aminotransferase (ALT) were measured according to the standard procedures of the Central Laboratory Facility of the University Hospital RWTH of Aachen and Gregorio Marañon Research Institute as index of liver damage. Serum triglycerides were measured in samples in a collaboration with University Hospital RWTH of Aachen, Germany. For the evaluation of the intrahepatic triglyceride content, liver samples were homogenized in a specific Tris buffer (10 mM Tris, 2 mM EDTA, 0.25 M sucrose, and pH 7.5) and successively processed according to the manufacturer's instructions of a commercial colorimetric kit (10724600, Human Diagnostics).

### Quantitative real-time PCR

Total RNA was purified from liver tissue using Trizol reagent (Invitrogen, Karlsruhe, Germany). Total RNA (1 μg) was used to synthesize cDNA using Super Script first Strand Synthesis System (Invitrogen, Karlsruhe, Germany) and was resuspended in 100 μl of RNAse-free water (Sigma, St. Louis, MO, USA). Quantitative real-time PCR was performed using SYBR Green Reagent (Invitrogen, Karlsruhe, Germany) by the Genomics and Proteomics Facility (School of Biology, UCM). Relative gene expression was calculated using the 2^−ΔΔCt^ quantification formula normalizing each gene with the expression of GAPDH, using as an internal standard (18). Primer sequences can be provided upon request.

### Immunofluorescence and TUNEL assay

Liver and colon samples from each mouse were preserved in cassettes in Tissue-Teck (Sakura Finetek U.S.A, Torrance, CA) at −80°C. ZO-1, MUCIN-2, OCCLUDIN, F4/80, CD11b, β-GALACTOSIDASE and TUNEL tests were performed by standard procedures following the manufacturer's protocol (Roche, Rotkreuz, Switzerland).

### Analysis of intestinal permeability *in vivo*

Intestinal permeability was determined by measuring the appearance in blood of the marker isothiocyanate conjugated dextran (TdB Consultancy AB Uppsala, Sweden). Isothiocyanate conjugated dextran (FITC-dextran, molecular mass 4.0 kDa) (TdBCons, Uppsala, Sweden) was dissolved in PBS at a concentration of 200 mg/ml and administrated to 12 h fasted mice (10 ml/kg body weight) using a gavage needle (Kent Scientific). After 4 h, mice were sacrificed by an overdose of isoflurane (Solvet) inhalation. Concentration of FITC was determined in serum by fluorometry with an excitation of 485 nm and an emission wavelength of 528 nm using serially diluted FITC-dextran (0, 125, 250, 500, 1,000, 2,000, 4,000, 6,000, 8,000, 10,000 ng/ml) as standards.

### Microbiota analysis

Murine fecal samples were collected for bacterial DNA extraction using the centrifugal affinity column system in the PureLink^TM^ Microbiome DNA Purification Kit (Invitrogen), according to the manufacturer's instructions. Quantity and purity of the extracted genomic DNA were evaluated with a Thermo Scientific NanoDrop and stored at −20°C until used. For long-read sequencing of 16S rRNA gene, 10 ng of total genomic DNA were subjected to library construction using the 16S barcoding kit (SQK-16S024) according to Oxford Nanopore Technologies (ONT) protocol. Specifically, bacterial DNA was amplified using barcoded universal 16S primers (27F and 1492R) supplied by ONT with 5′-tags that facilitate the ligase-free attachment of rapid sequencing adapters required during nanopore library preparation. The barcoded libraries were loaded and sequenced on MinION flow cells (FLO-MIN106D R9.4.1; ONT) using the MinION-Mk1C instrument (ONT). After 24 h, a total of 398,221 nanopore reads in two pooled runs were obtained for the 11 individual samples of this study, with a median long-read length of 1.59 kb, consistent with the expected 16S rRNA size. Data acquisition, real-time analysis, base-calling, and data transmission of FASTQ files was operated using the MinKNOW (v22.10.7) operating software on the MinION-Mk1C sequencing device. The cloud-based EPI2ME Fastq 16S (v2023.04.21) algorithm was used for analytical workflow of 16S rRNA FASTQ files, including alignment and classification of reads into operational taxonomic units (OUT) to the species level, according to the NCBI 16S rRNA reference sequence database (containing over 26,000 curated type strain sequences of 16S rRNA from bacteria and archaea).

Read counts for mitochondria and chloroplast, as well as taxa with <5 observations in at least 10% of samples were filtered for downstream analysis using the Phyloseq R package (v1.38.0) (19), which was also used to calculate observed-OTUs and Shannon indexes for alpha diversity estimation. Finally, the MicrobiotaProcess R package (v1.15.0) (20) was used for generating rarefaction curves and further visualization of microbiota abundance and distribution across experimental groups.

### Statistical analysis

All statistical analyses consisted of One-Way ANOVA followed by Tukey *post-hoc* test using GraphPad Prism version 8.0.2 software (San Diego, CA). A *p* < 0.05 was considered statistically significant. Grubbs' Test to quantify outliers was performed using GraphPad. Data were expressed as mean ± standard error of the mean (SEM).

## Results

### Intestinal colonic permeability tends to be more resilient in middle-aged female mice, but not in same age male mice after acute EtOH gavage

In order to study the gender-dependent effects in the gut-liver axis after acute EtOH intoxication *in vivo*, 52-week-old female and male C57/BL6J mice were administered EtOH by gavage (6 g/kg) and we examined gut architecture and permeability. Interestingly, H&E staining of the large intestine showed that EtOH intoxication caused alterations in intestinal epithelium (changes in crypts) of 52-week-old male mice (Figure 1A); however, no relevant findings were observed in 52-week-old EtOH-fed female mice and PBS-gavaged mice (Figure 1A).

**Figure 1:**
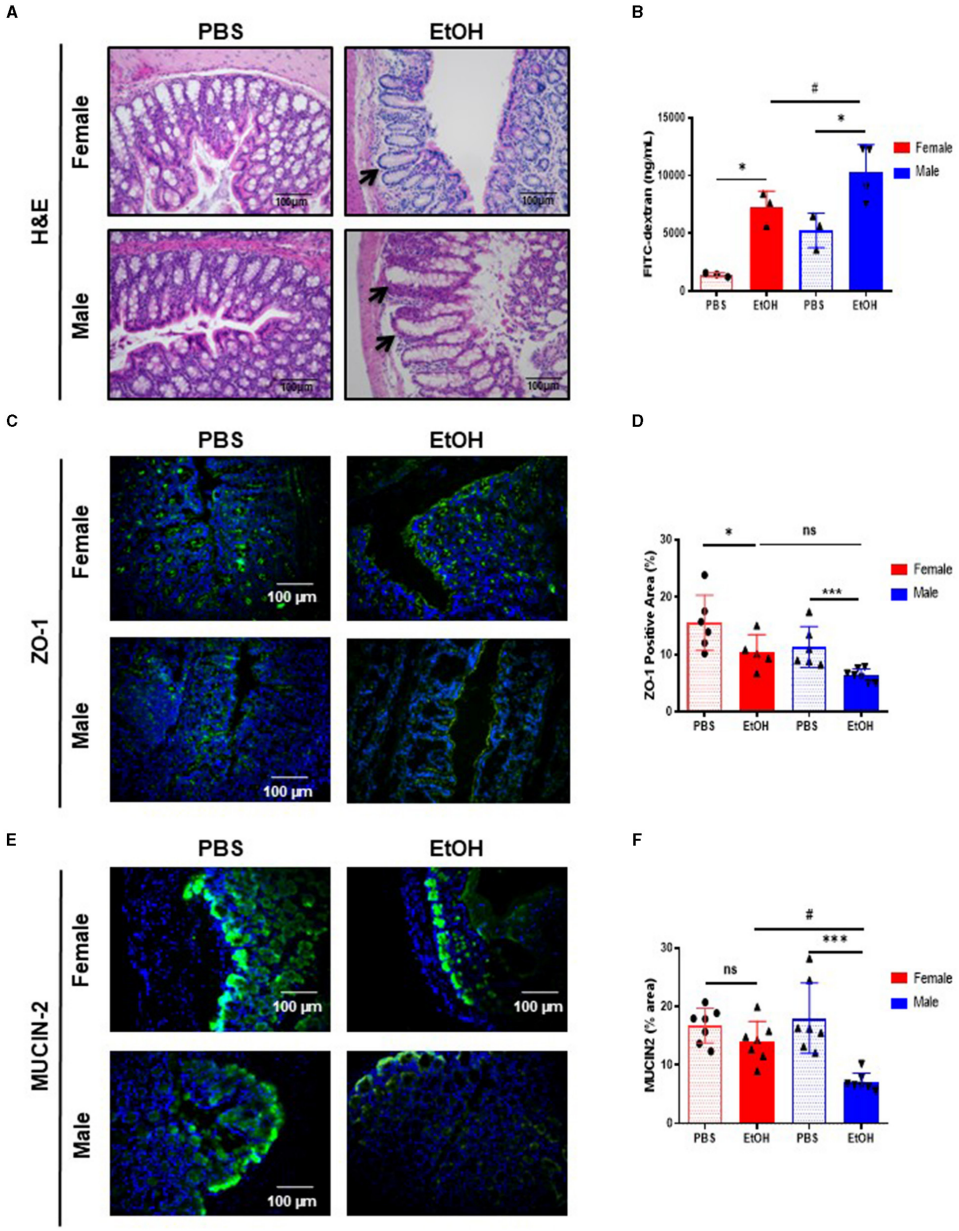
Intestinal barrier in large intestine of 52-week-old female C57BL/6 mice is partially maintained after acute ethanol exposure compared to same age male mice. **(A)** H&E staining of large intestine in 52-week-old female and male C57BL/6 mice treated with EtOH (6 g/kg) performed in paraffin liver sections. Crypt of Lieberkuhn is indicated by arrows. **(B)** Intestine permeability to FITC-dextran in female and male mice treated with EtOH/PBS gavage, represented as mg/mL serum (*n* = 3–4). **(C)** ZO-1 staining in large intestine of 52 weeks-old female and male mice after acute EtOH intoxication and **(D)** each quantification. **(E)** Mucin-2 immunofluorescence staining of 52 weeks-old C57BL/6 female and male mice treated with EtOH (6 g/kg) or PBS large intestine cryosections and **(F)** each quantification. (*n* = 7). Scale bars: 100 μm. *P < 0.05, ***P < 0.001, #*P* < 0.05. ns, no statistical difference.

Since acute EtOH exposure could modulate gut permeability, we used the FITC-dextran method to determine intestinal permeability. Fifty-two-week-old female mice displayed significantly increased gut permeability, whereas same age male mice displayed exacerbated levels of FITC-dextran, compared to PBS-treated mice and even compared to EtOH-fed female (Figure 1B).

Intestinal permeability is associated with the integrity of the intestinal epithelial barrier. Intestinal epithelial tight junctions (TJs) acts as a gate, serving as a structural barrier against paracellular permeation of luminal antigens (21). TJs are composed of thin protein complexes, including zonula occludes-1 (ZO-1) and OCCLUDIN, that completely encircle the apex of the cell and make contact with TJs of adjacent cells, forming a continuous paracellular seal (22). Earlier we reported that acute EtOH intoxication disrupt TJs (23), thus we next evaluated whether changes in intestinal TJs, that result in leaky gut, occurred during experimental acute EtOH injury in 52-week-old female and male mice. Interestingly, the expression of ZO-1 is slightly but significantly decreased in the large intestine of 52-week-old female mice after EtOH intoxication, compared with PBS-gavaged female mice (Figures 1C, D). Interestingly, same age male mice show a dramatic decreased expression of ZO-1, compared with PBS-treated male mice (Figures 1C, D). Concomitant with these results, OCCLUDIN expression was significantly reduced in both groups of mice after EtOH intoxication, compared with PBS-treated mice (Supplementary Figures 1A, B).

The mucosa is covered by a thick layer of mucus that acts as a protective barrier against harmful substances, including bacteria. The major protein component of the intestinal mucous layer is MUCIN-2, which is secreted by Goblet cells and acts as the firs barrier that prevents direct contact between intestinal bacteria and colonic epithelial cells (24). Immunofluorescent staining revealed significantly lower expression of MUCIN-2 in the large intestine of EtOH-treated 52-week-old male mice compared with PBS-treated mice and statistically significant compared with same age female mice treated with ETOH (Figures 1E, F). Taken together, these results suggest that 52-week-old male mice displayed increased gut permeability, decreased number of TJs, and less mucous protection compared to female mice of the same age. However, female mice also exhibited gut disturbances, yet appeared to possess a more resilient gut physiology following experimental acute EtOH exposure.

### Fifty-two-week-old female mice display less liver damage after EtOH intoxication than male mice of the same age

Intestinal barrier dysfunction during EtOH exposure contributes to the development of liver injury (25). Since experimental acute EtOH exposure impaired intestinal barrier integrity, we subsequently investigated the effects in the liver. No macroscopic differences were found after acute EtOH intoxication in 52-week-old mice (Supplementary Figure 2A), albeit significant difference between female and male mice after EtOH in liver weight (LW) vs. body weight ratio (LW/BW) was found (Supplementary Figure 2B). Histological examination of livers by H&E staining revealed disorganized structure of the hepatic lobules in mice after acute EtOH exposure. The cytoplasm was translucent, exhibiting some extent of hepatocellular necrosis, and visible microsteatosis, especially in 52-week-old male mice. PBS-treated mice showed normal lobular architecture with sinusoidal hepatic cords and typical liver (Figure 2A).

**Figure 2:**
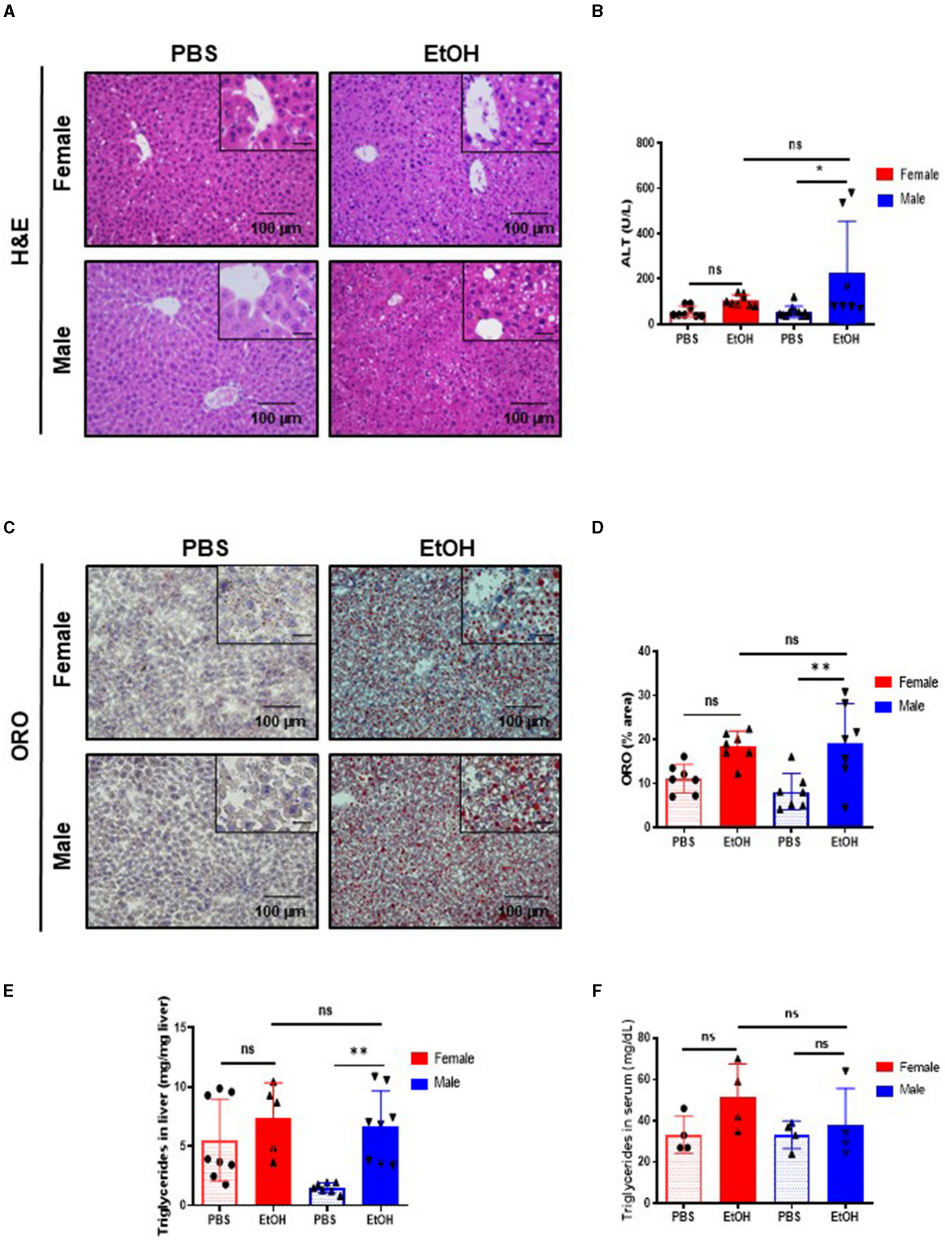
Fifty-two weeks-old female mice challenged with EtOH has less lipid accumulation in liver than same age male mice. **(A)** H&E staining in 52-week-old female and male C57BL/6 mice treated with EtOH (6 g/kg) performed in paraffin liver sections. **(B)** ALT levels measured in serum of 52-week-old female and male mice after EtOH or PBS (U/L) (*n* = 7–9). **(C)** ORO staining performed in liver cryosection of 52 weeks-old female and male mice liver treated with EtOH (6 g/kg) or PBS and **(D)** each quantification. **(E)** Quantification of triglyceride content in liver (mg TG/mg liver) in liver of 52 weeks-old female and male mice after an EtOH/PBS oral gavage. **(F)** Serum triglycerides (mg/dL) (*n* = 5–7). Scale bars: 100 μm. *P < 0.05, **P < 0.01. ns, no statistical difference.

Next, serum markers of liver damage were evaluated. ALT levels were slightly but significantly increased in 52-week-old male EtOH-treated mice, compared with EtOH-treated female or vehicle-treated mice (Figure 2B). Heavy alcohol exposure triggers hepatocyte cell death (26); thus, we studied cell death in the liver using TUNEL assay. The percentage of TUNEL-positive cells increased after acute EtOH exposure in 52-week-old male livers. A tendency toward increased cell death was observed in EtOH-fed female mice but no significance was found compared with same age male mice or PBS-treated animals (Supplementary Figures 2C, D).

Ethanol is metabolized in the liver by hepatocytes, the products derived from the metabolism of the EtOH leads to liver injury and hepatic steatosis (27–29). The staining of neutral lipids with ORO staining indicated a significant increase in lipid accumulation in livers of 52-week-old male mice challenged with EtOH compared to PBS-treated ones. Interestingly, same age female displayed no differences in lipid accumulation as observed by ORO staining (Figures 2C, D). In agreement with these observations, quantification of hepatic triglycerides showed a significant increase only in 52-week-old male mice after EtOH (Figure 2E), whereas serum triglycerides showed no differences between the experimental groups after EtOH intoxication (Figure 2F). In summary, our data suggested that, although middle-age female mice female experienced liver alterations after alcohol exposure, 52-week-old male mice were more susceptible to EtOH-induced hepatocellular injury and lipid accumulation.

### Fecal microbiota transplant from 52-week-old female mice donors prevented EtOH-induced gut dysfunction in middle-age male mice

To further investigate the role of the gut microbiota in the protection of the gut-liver axis after EtOH intoxication, we performed FMT in 52-week-old male mice. Fecal microbiota from healthy 52-week-old female donors was transferred by oral gavage during 3 days into same age male mice, which had been previously treated with an ABx cocktail the day before. Then, acute EtOH intoxication was performed by oral gavage (6 g/kg), 15 days after FMT as previously mentioned (11) (Supplementary Figure 3A).

Interestingly, 52-week-old male mice after FMT + EtOH displayed improved intestinal barrier integrity similar to same age female mice. In fact, light microscopy examination of the large intestine of 52-week-old male + FMT mice revealed no relevant findings after EtOH intoxication (Figure 3A). Next, we evaluated gut permeability. We hypothesized that FMT to male mice would restore gut permeability to an extent similar to that observed in same age female mice. Interestingly, ZO-1 staining and quantification revealed significantly increased ZO-1 expression in TJs of 52-week-old male mice transplanted with female fecal microbiota and treated with EtOH, compared with non-transplanted male mice (Figures 3B, C). Concomitantly, FMT in 52-week-old male mice significantly elevated OCCLUDIN expression in the large intestine after EtOH exposure, compared with non-transplanted male mice and to the same levels as in same age female mice, treated with EtOH (Figures 3D, E). Moreover, immunofluorescent staining of MUCIN-2 in large intestine revealed similar values in 52-week-old male + FMT and female mice after EtOH, whereas, non-transplanted EtOH-fed male mice displayed a reduction in the mucus layer, as previously mentioned (Figures 3F, G). Altogether, gut microbiota from middle-aged female mice was capable of improved gut permeability function of same age male mice after EtOH exposure.

**Figure 3:**
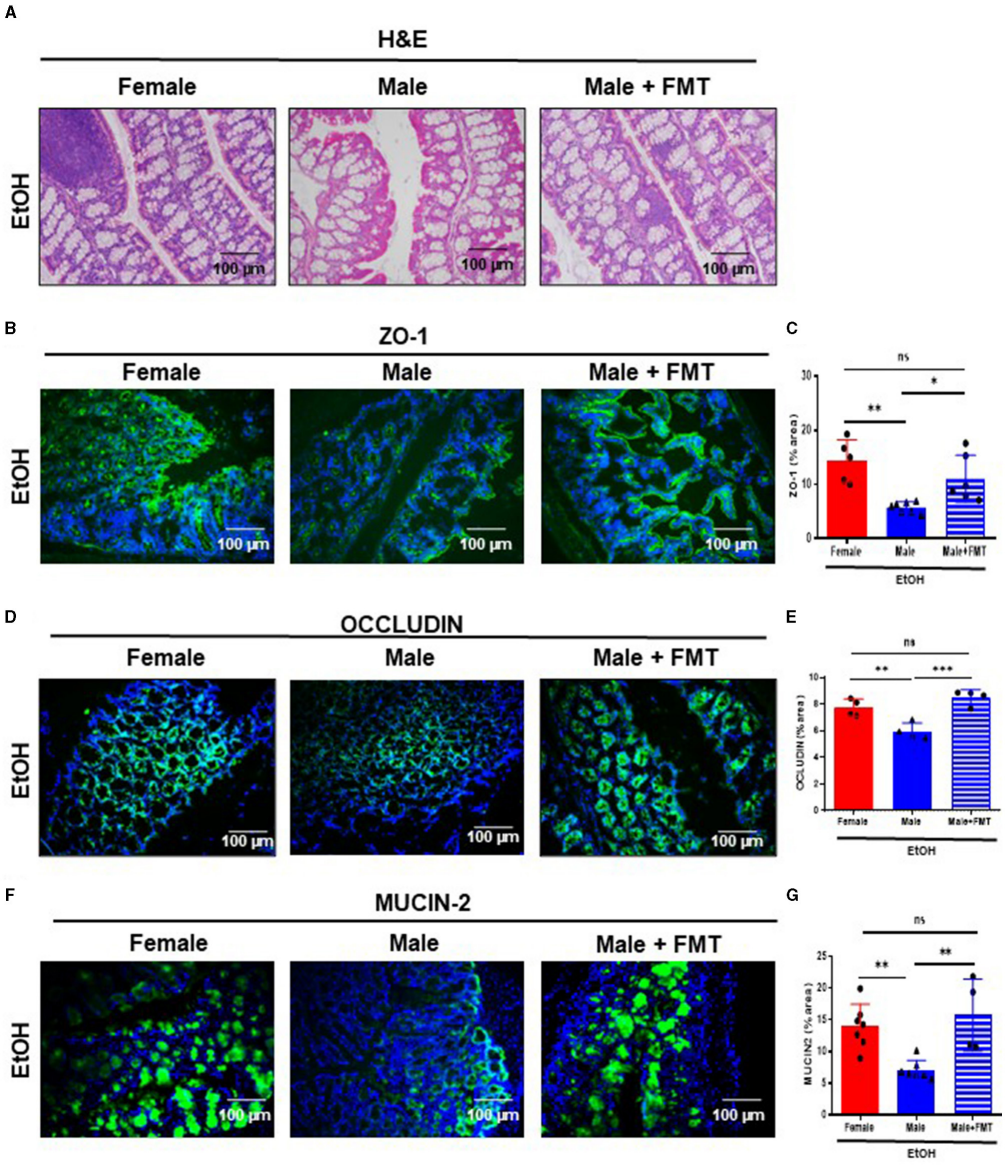
Fecal microbiota transplantation (FMT) from 52-week-old female donors reduces gut permeability in male mice of the same age after EtOH intoxication. **(A)** H&E staining of large intestine of 52-week-old female, male and male + FMT mice after EtOH oral gavage. **(B)** ZO-1 immunofluorescence staining in 52-week-old female, male, and male + FMT mice after EtOH gavage in large intestine cryosections **(C)** and each quantification. **(D)** Occludin immunofluorescence staining in large intestine cryosections of 52 weeks-old female, male, and male + FMT mice after EtOH (6 g/kg) oral gavage and **(E)** each quantification. (*n* = 4). Scale bars: 100 μm. **(F)** MUCIN-2 immunofluorescence staining was performed in large intestine of 52 weeks-old female, male, and male + FMT mice after EtOH oral gavage and **(G)** each quantification (*n* = 4–7). Scale bars: 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001. ns, no statistical difference.

### Fecal microbiota transplantation in 52 weeks-old male mice after EtOH intoxication reduced hepatocellular injury and lipid accumulation

Disruption of the gut permeability leads to microbiota translocation and liver damage. Macroscopic and microscopic examination of livers revealed no relevant findings in 52-week-old male mice + FMT after EtOH, compared with non-transplanted male mice (Supplementary Figure 3B; Figure 4A). Interestingly, serum markers of liver damage, such as AST and ALT, showed a tendency toward decreased levels in 52-week-old male mice + FMT after EtOH, with values similar to same age female animals (Figures 4B, C).

**Figure 4:**
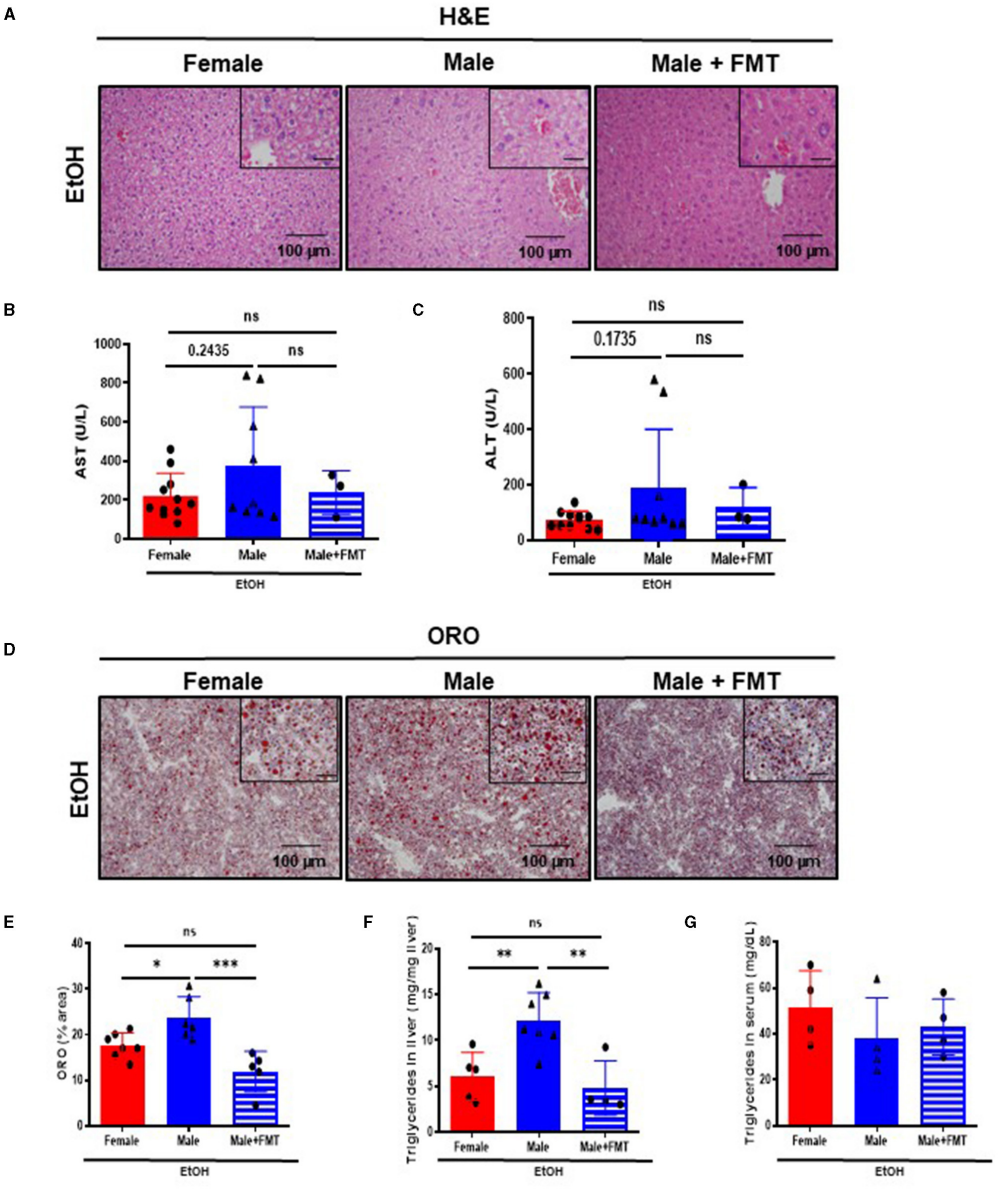
Fifty-two-week-old EtOH-fed male mice after fecal microbiota transplantation (FMT) display a protection against liver damage and lipid accumulation. **(A)** H&E staining of liver of 52-week-old female, male, and male + FMT mice after EtOH oral gavage. **(B)** Serum levels of markers of liver damage, aspartate aminotransferase (AST) and **(C)** alanine aminotransferase (ALT), in 52 weeks-old female, male, and male + FMT mice after EtOH (6 g/kg) oral gavage. **(D)** ORO staining in liver cryosections of female, male, and male + FMT mice after EtOH gavage and **(E)** each quantification. **(F)** Quantification of triglyceride content in liver (mg TG/mg liver) of 52-week-old female, male, and male + FMT mice after an EtOH oral gavage. **(G)** Serum triglycerides (mg/dL) (*n* = 4–11). Scale bars: 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001. ns, no statistical difference.

Additionally, lipid accumulation in liver was significantly reduced in 52-week-old male mice + FMT after EtOH. ORO staining showed a decrease in the total neutral lipids – quantified by % area – in the liver of 52-week-old EtOH-fed male + FMT mice (Figures 4D, E). In agreement with these results, hepatic triglyceride content in the liver measurement was significantly decreased in 52-week-old EtOH-fed male + FMT mice, compared with non-transplanted male mice (Figure 4F), albeit no differences were found in serum triglycerides in any of the experimental groups (Figure 4G). In summary, this set of data evidenced a role for FMT from middle-aged female donors in order to reduce hepatocellular injury and lipid accumulation as a result of EtOH intoxication in same age male mice.

### Fecal microbiota transplantation in 52-week-old male mice after EtOH intoxication ameliorated TLR cascade activation, immune cell infiltration, and activation of senescence

We first evaluated immune cells infiltration into livers of our experimental groups. Therefore, we performed F4/80 and CD11b immunofluorescent staining which revealed a significant decrease in the percentage of F4/80- (Figures 5A, B) and CD11b- (Figures 5C, D) positive cells in 52-week-old male + FMT mice after EtOH, compared with non-transplanted male mice of the same age.

**Figure 5:**
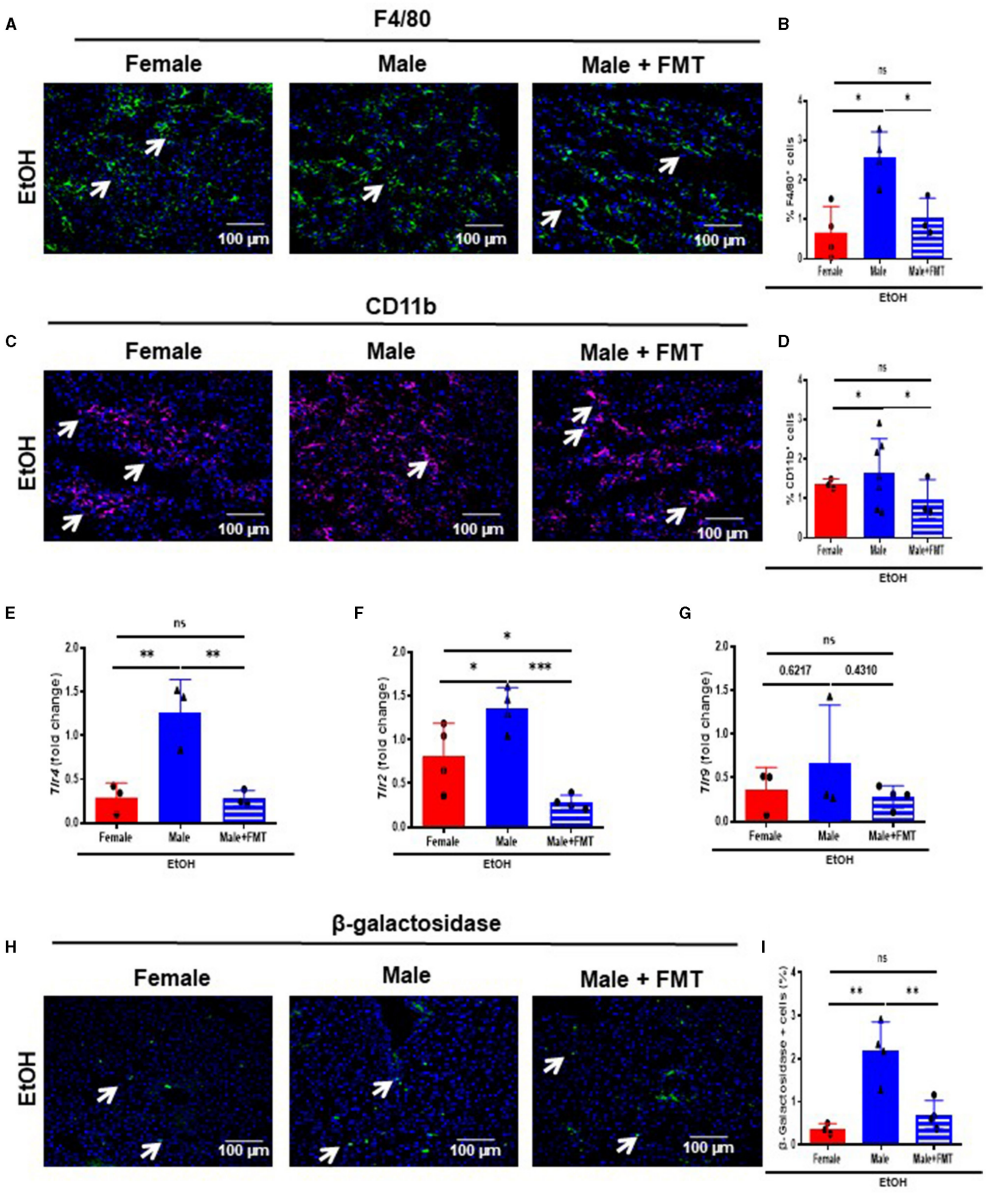
Fecal microbiota transplantation (FMT) reduces bacterial translocation, infiltration of immune cells and senescence after EtOH challenge in male mice. **(A)** F4/80 immunofluorescence staining in liver cryosections of 52-week-old female, male, and male + FMT mice after EtOH intoxication and **(B)** each quantification; and **(C)** CD11b immunofluorescence staining in liver and **(D)** each quantification. **(E)** *Tlr4*, **(F)** *Tlr2 and* **(G)** *Tlr9* mRNA relative expression to *Gapdh* in liver of 52 weeks-old female, male, and male + FMT after EtOH gavage **(H)** β-galactosidase immunofluorescent staining performed in liver cryosections of female, male, and male + FMT mice after EtOH oral gavage and **(I)** each quantification (% of positive cells) (*n* = 3–4). Scale bars: 100 μm. *P < 0.05, ^**^p < 0.01, ^***^p < 0.001. ns, no statistical difference.

A decrease in the gut permeability reduces bacterial translocation and subsequently causes a decrease in the activation of Toll-like receptors (TLRs). Moreover, TLR4 triggers inflammation in alcohol-related liver disease (30). Thus, we first analyzed the mRNA transcripts of the TLR cascade. *Tlr4*, and *Tlr2* mRNA expression revealed a significant reduction in 52-week-old EtOH-fed male + FMT mice, compared with non-transplanted male mice of the same age (Figures 5E, F), with no significant changes in mRNA transcripts levels for *Tlr9* in 52-week-old EtOH-fed male + FMT mice (Figure 5G).

Inflammation and aging are closely linked with the activation of senescence-associated β-galactosidase (SA-β-GAL), which is associated to a senescent phenotype, contributing to cell cycle arrest and tissue disfunction (31). Therefore, we subsequently analyzed the expression of SA-β-GAL in our experimental groups. The percentage of SA-β-GAL-positive cells was significantly reduced in both 52-week-old female, and male + FMT mice after EtOH intoxication, compared to EtOH-fed male mice of the same age (Figures 5H, I). Altogether, FMT from 52-week-old female donors diminished bacterial translocation, immune cell infiltration and a senescence phenotype in the liver of same age male mice.

### Reconstitution of female-like gut microbiota in male mice treated with EtOH following FMT

To characterize changes in gut microbiota during FMT and EtOH treatments, we collected feces from age-matched female donors (*n* = 4), FMT male receptors (*n* = 3), and non-FMT male mice (*n* = 4) at the end of EtOH treatments. To evaluate changes in bacterial diversity among these three groups, we performed nanopore-based sequencing of full-length 16S amplicon libraries from DNA samples of these feces. 

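Full-length 16S amplicons from the feces of 4 female, 4 male and 3 male + FMT mice gave 398221 reads, the total that the methods state. The number of reads per mouse ranged from 9639 to 75495 in female mice (median 29361.5), from 18760 to 77128 in male mice (median 49974.5) and from 6130 to 37201 in male + FMT mice (median 15196). Female mouse 7 and male + FMT mice 11 and 17 were sequenced in the second run, and all other mice in the first. The authors base-called the reads with MinKNOW and matched each read to the NCBI 16S reference sequences with EPI2ME Fastq 16S. The deposited table lists every read with its best match, an accuracy score and whether the read was kept at its species or moved up to the lowest common ancestor of several matches. Of all reads, 19.7% (78312) were kept at a species, 78.5% were moved to a common ancestor and 1.81% were unclassified. The paper's text does not state which of these reads entered the OTU tables. Reads kept at a species were tallied here by genus and species name, which gave 1442 species, and the rule of the methods for rare OTUs was applied as at least 5 reads in at least 2 of the 11 mice. This left 229 species of 134 genera and 1052 to 14642 reads per mouse. Shares are percentages of these filtered reads. Group means were compared with exact permutation tests, two-sided throughout, whose smallest possible p is 0.0286 for 4 mice against 3 or 4. An adjusted p under 0.05 would therefore take this smallest p in at least 9 of the 15 comparisons of phyla, 18 of the 30 of the species of Figure 6D, 21 of the 36 of lists of bacteria or 131 of the 229 species, so these tests could hardly pass after adjustment. Single species were compared with limma on log2(share + 0.05), with all 11 mice in 1 fit and Benjamini-Hochberg adjustment over the 229 species. Intervals and detection limits given for single mice cover counting error only, since amplicon reads are not independent molecules. The male + FMT mice received an antibiotics cocktail before the transplant, and the paper's text does not state whether the other male mice received it as well.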

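The deepest and the shallowest sample differed by far in the number of filtered reads, so every mouse was thinned at random to the 1052 reads of male + FMT mouse 17 and the species were counted again in 100 draws. Female mice then held 135 ± 11.0 species (SD, n = 4), male mice 137 ± 17.7 (SD, n = 4) and male + FMT mice 127 ± 22.13 (SD, n = 3). The values of the male + FMT mice spread widely, with 126 species in mouse 11, 105 in mouse 16 and 149 in mouse 17. Among the male mice, mouse 15 held 111 species and the others 141 to 149. At this equal depth the difference between male + FMT and male mice was -10.5 species, smaller than the spread within either group (exact permutation test, p = 0.514).

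**Figure D1:**
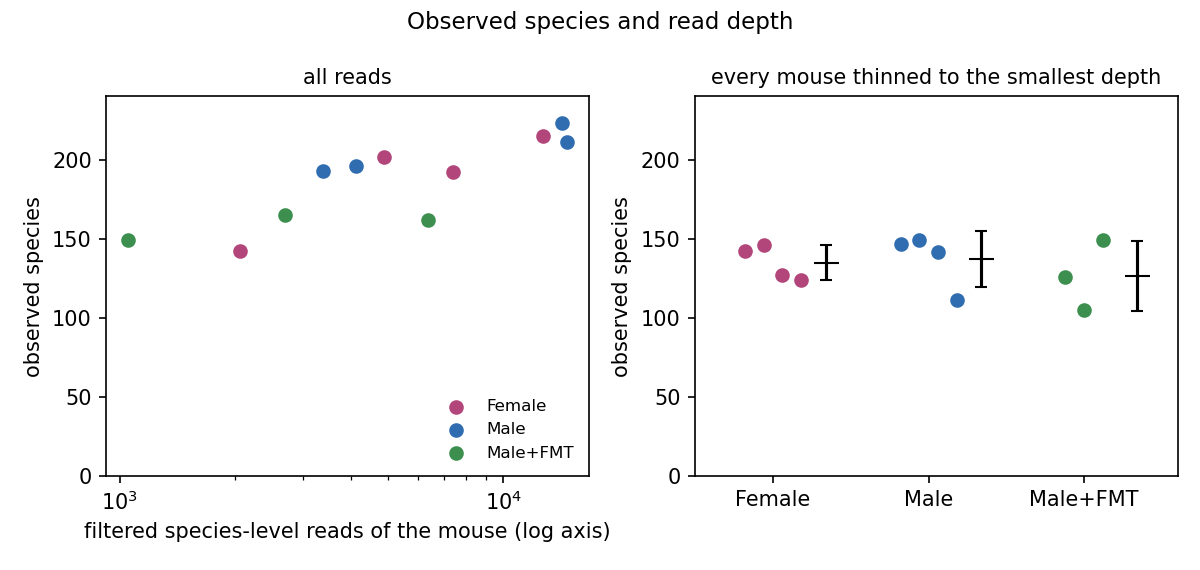
Observed species in each mouse against its number of filtered species-level reads (left, log axis) and after thinning every mouse to the same number of reads (right, with the mean and SD beside the points). With all reads the male + FMT mice lie below the male mice. At equal depth the ranges of the 3 groups overlap.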

The richness of gut microbiota was estimated by the rarefaction curves, which showed similar patterns across samples (Figure 6A). To study alpha diversity in the different EtOH-treated groups, the Shannon index and the observed-OTUs index were calculated. 

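With all filtered reads, male + FMT mice held 159 ± 8.50 observed species (SD, n = 3), from 149 to 165. Male mice held 206 ± 13.9 species (SD, n = 4), from 193 to 223, so that every male + FMT mouse lay below every male mouse. The difference was -47.1 species (exact permutation test, p = 0.0286, the smallest p that 4 mice against 3 allow). Female mice held 188 ± 31.9 species (SD, n = 4) and reached from 142 in mouse 7 to 215 in mouse 5. The difference between male + FMT and female mice was -29.1 species (exact permutation test, p = 0.2), and that between male and female mice was 18.0 species (exact permutation test, p = 0.429). Across the 3 groups the F ratio was 4.03 (exact permutation test, p = 0.07), and it was 15.3 without female mouse 7 (exact permutation test, p = 0.0138). Female mouse 7 had the fewest filtered reads of the female mice (2055) and was the only one in the second run. The larger F ratio can therefore not be told apart from depth and run. The Shannon index was 3.96 ± 0.258 (SD, n = 4) in female mice, 3.72 ± 0.748 (SD, n = 4) in male mice and 3.83 ± 0.296 (SD, n = 3) in male + FMT mice. Its differences of 0.113 between male + FMT and male mice and of -0.129 between male + FMT and female mice were smaller than the spread between mice (exact permutation tests, p = 0.943 and p = 0.543). The lowest index, 2.61, was that of male mouse 15, in which Akkermansia muciniphila took 53.0% of the filtered reads, and without this mouse the difference between male + FMT and male mice turned to -0.256. The lower number of species in male + FMT mice did not pass the test at equal depth, with reads of at least 85% accuracy (-19.1 species, exact permutation p = 0.143), without the filter on rare species (-211 species, exact permutation p = 0.0857) or with the methods' post-hoc test (Tukey, p = 0.0517). The second run holds no male mouse, so a model of these 2 groups with the run as a term compares male + FMT mouse 16 alone with the male mice (-43.75 species). It is no further test. The female mice, which lie in both runs, were not part of this model.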

As expected from the antibiotic treatment prior to FMT, the observed-OTUs index was significantly lower in the FMT group, while the relative abundance of OTUs (evenness) was comparable across groups as reflected by the Shannon index (Figure 6B). We then focused on the relative abundance of the top 10 bacterial species identified, which clustered closer female and male + FMT samples according to their predominant *Verrucomicrobia, Firmicutes*, and *Bacteroidetes* phyla (Figure 6C) and revealed a more similar gut microbiota composition at species level between donor female and male + FMT groups compared to baseline male group (Figure 6D). 

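By phylum, Bacteroidetes made up 37.9% ± 22.8 of the filtered reads in male + FMT mice (SD, n = 3), 19.3% ± 7.75 in male mice (SD, n = 4) and 21.2% ± 10.2 in female mice (SD, n = 4). The difference between male + FMT and male mice, 18.7 percentage points, was 31.8 without male + FMT mouse 11 and 11.2 without mouse 16, and that between male + FMT and female mice, 16.8, was 29.9 and 9.396. Of 78 differences in the shares of phyla, of the species of Figure 6D and of lists of bacteria, 76 changed by over 1.5 times or turned when 1 mouse was left out. Firmicutes made up 54.7% ± 23.3 in male + FMT mice, 57.9% ± 20.6 in male mice and 72.6% ± 11.7 in female mice. Verrucomicrobia, here the mucin-degrading species Akkermansia muciniphila, made up 1.17% ± 1.72 in male + FMT mice, 19.9% ± 22.4 in male mice and 2.87% ± 5.68 in female mice. In the female group 11.4% of the reads of mouse 4 and at most 0.0676% of those of any other mouse were Akkermansia muciniphila, and without mouse 4 the difference of -1.70 percentage points between male + FMT and female mice turned to 1.14. The male mean rested on mouse 15. Without it the difference of -18.8 percentage points between male + FMT and male mice was -7.79, and that of 17.1 between male and female mice was 6.09, whereas without male mouse 14 the latter was 22.7 (exact permutation p = 0.0286). Proteobacteria made up 5.79% ± 5.67, 2.33% ± 3.10 and 3.02% ± 1.81 in the order male + FMT, male and female. Their order depended on male mouse 15 and on the reads counted. With reads moved to a common ancestor the difference between male + FMT and male mice turned from 3.46 to -6.62 percentage points and that between male and female mice from -0.695 to 8.80, and with best matches they were -6.61 and 8.75. Of the reads of male mouse 15, 6.84% were Proteobacteria at the species level and 47.9% with the moved reads, and without this mouse, a comparison added after the data were seen, the differences with the moved reads were 4.54 and -2.36 percentage points. Among species-level reads with the run as a covariate, the difference between male + FMT and male mice was 9.60 percentage points. This estimate rests on mouse 16, the only male + FMT mouse of the first run, and allows no test. Cyanobacteria made up 0.215% ± 0.310, 0.394% ± 0.529 and 0.0436% ± 0.0159 in the same order. In the 15 comparisons of phyla the lowest p of the exact permutation test was 0.0571 before adjustment.
The 10 species of Figure 6D together held 36.2% ± 3.24 of the reads in male + FMT mice, 45.0% ± 15.8 in male mice and 39.4% ± 8.33 in female mice. The study chose them on these same samples as the 10 most abundant, so their summed share is not independent of that choice. Lactobacillus taiwanensis, a lactic acid producer, made up 11.6% ± 13.6 in female mice, 0.553% ± 0.374 in male mice and 0.323% ± 0.239 in male + FMT mice. Its difference of -11.1 percentage points between male and female mice was -4.65 without female mouse 6 and -14.9 without female mouse 4, and that of -11.3 between male + FMT and female mice was -4.88 and -15.1. Faecalicatena orotica made up 4.77% ± 4.04, 0.961% ± 0.674 and 2.38% ± 1.48 in the same order, and Ruminococcus champanellensis, a cellulose degrader, 4.78% ± 4.83, 6.44% ± 5.75 and 1.63% ± 0.266. In the 30 comparisons of these species between groups the lowest adjusted p of the exact permutation test was 0.571. With limma, Lactobacillus taiwanensis was lower in male + FMT than in female mice (log2 fold change -4.00, adjusted p = 0.0283). Its calls in other settings are not given here. Akkermansia muciniphila was called between male and female mice, and none of the 10 between male + FMT and male mice.
Composition over all 229 species was compared by the Bray-Curtis distance. Male + FMT mice lay at a mean distance of 0.634 from female mice and of 0.568 from male mice, and each of the 3 was nearer to the male group. The difference of -0.0662 did not pass the exact permutation test (p = 0.2). Distances within groups were of similar size, with means of 0.533 among female, 0.506 among male and 0.580 among male + FMT mice. Male + FMT mice thus lay on average farther from each other (0.580, 3 pairs) than from male mice (0.568). Over the 3 groups the grouping took up 0.310 of the variance in composition (R2 of the groups in the distances, exact permutation p = 0.0218), which no longer passed without female mouse 5, 6 or 7 or male + FMT mouse 17 (exact permutation p = 0.0500, 0.1005, 0.0562 and 0.0590). It also did not pass with reads moved to a common ancestor (0.252, exact permutation p = 0.1702), with the run as a covariate (0.283, permutation p = 0.0626) or within the first run (0.4001, exact permutation p = 0.0679), which holds 1 male + FMT mouse, although R2 stayed near its size with the run as a covariate and was larger within the first run. Between male + FMT and female mice R2 was 0.290 (exact permutation p = 0.0571), between male + FMT and male mice 0.212 (exact permutation p = 0.143) and between male and female mice 0.248 (exact permutation p = 0.143, and 0.0286 without female mouse 4). The direction depended on what was compared. Over the 10 species of Figure 6D, male + FMT mice were also nearer to male mice (difference -0.0191, exact permutation p = 0.714). In a pair of comparisons added after the data were seen, they were nearer to female mice, by 0.133 over the phyla of the 10 species (exact permutation p = 0.229) and by 0.0158 between group means of the 10 species (exact permutation p = 0.914). The direction also turned when reads moved to a common ancestor were counted (0.0129, exact permutation p = 0.8286), and with the Aitchison distance male + FMT mice were nearer to male mice by a margin that passed the test (-4.73, exact permutation p = 0.0286).

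**Figure D2:**
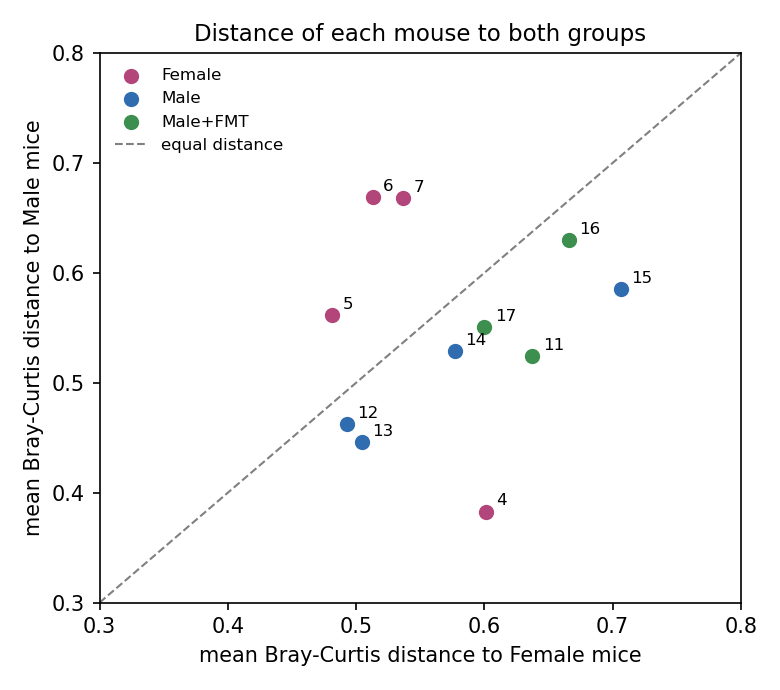
Mean Bray-Curtis distance of each mouse, labelled with its number, to the female mice (horizontal) and to the male mice (vertical), itself left out. The 3 male + FMT mice lie below the line of equal distance, nearer to the male mice, as does female mouse 4.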

Altogether, these results suggest that FMT has the potential to restore the microbiota composition of male mice into a female-like gut microecosystem more protective to EtOH intoxication (Figure 6E).

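Between male + FMT and male mice, limma called 1 of the 229 species, Bacteroides intestinalis, a fiber-degrading gut species. It made up 1.47% ± 0.876 of the reads in male + FMT mice (SD, n = 3), 0.0413% ± 0.0456 in male mice (SD, n = 4) and 0.0194% ± 0.0256 in female mice (SD, n = 4). This is a log2 fold change of 4.04 against male mice (standard error 0.73, adjusted p = 0.00111 from limma) and of 4.37 against female mice (adjusted p = 3.04e-04), with all 3 male + FMT mice above all mice of both other groups. Between male + FMT and female mice 16 species differed, of which 4 were higher and 12 lower in male + FMT mice. Between male and female mice 1 species differed, Akkermansia muciniphila, with a log2 fold change of 5.53 (standard error 1.28, adjusted p = 0.0341).
Each read carries the name of its nearest reference, at a median accuracy score of 86.59 for reads kept at a species. Whether related species were told apart was not tested, so members of a list may not be independent. Of 7 lactobacilli tested, 5 were lower in male + FMT than in female mice (6 when adjusted over the list alone), and none differed between male + FMT and male mice. Limosilactobacillus reuteri fell by 3.88 on the log2 scale (standard error 0.98, adjusted p = 0.0197), and Lactobacillus johnsonii, 0.356% ± 0.320 of the reads in female mice, had no read in any male + FMT mouse, which allows a share of up to 0.285% in the shallowest of them. In sum lactobacilli held 18.1% ± 16.9 of the reads in female mice, 1.07% ± 0.582 in male mice and 0.679% ± 0.108 in male + FMT mice (exact permutation test, p = 0.114 and adjusted p = 0.457 for both male groups against female mice). Female mouse 4 held 0.615%, and without it the difference of -17.1 percentage points between male and female mice was -23.0 (exact permutation p = 0.0286). Without female mouse 6, which held 41.3%, it was -9.38, and the difference of -17.5 between male + FMT and female mice was -9.77 (-23.4 without female mouse 4). None of the 7 passed between male and female mice (6 when adjusted over the list alone). Of 4 sulfate and sulfite reducers, 1 was lower in male + FMT than in female mice (1 over the list alone), Desulfovibrio porci, a producer of hydrogen sulfide (log2 fold change -3.82, standard error 1.00, adjusted p = 0.0208). The cellulose degrader Ruminiclostridium cellulolyticum was also lower (log2 fold change -4.12, adjusted p = 0.00935). Over all classified reads of female mice 5, 6 and 7, sulfate and sulfite reducers had median accuracy scores of 84.3, 82.9 and 84.4. For lactobacilli these were 91.4, 91.6 and 90.0, so the name Desulfovibrio porci is less certain than those of lactobacilli.
Among 8 bacteria that bloom after antibiotics, 3 were higher in male + FMT than in female mice (6 when adjusted over the list alone), and none passed against male mice. Klebsiella pneumoniae, a gut enterobacterium, had a log2 fold change of 4.31 (standard error 0.93, adjusted p = 0.00708), with most of its reads in mouse 16 and no call without that mouse (log2 fold change 2.76, adjusted p = 0.0592), and Thomasclavelia cocleata one of 3.53 (standard error 0.94, adjusted p = 0.0208). Enterobacter cloacae (log2 fold change 1.59, adjusted p = 0.0375 from limma) rested on few reads, 14 in mouse 16 and 1 each in mouse 11 and 17. It had no read in any female mouse, which allows a share of up to 0.146% in the shallowest of them, more than the mean of 0.117% ± 0.0932 in male + FMT mice. In sum these bacteria held 7.48% ± 8.09 of the reads in male + FMT mice, 2.59% ± 2.53 in male mice and 0.203% ± 0.319 in female mice (male + FMT against female mice, exact permutation test, p = 0.0286, adjusted p = 0.457 over 36 comparisons of lists). Without male + FMT mouse 16 the difference of 7.28 percentage points from female mice fell to 2.70. The order of male + FMT and male mice rested on male mouse 15 and on the reads counted. With the best match of every classified read, of which these bacteria made up 43.3% in male mouse 15, the difference turned from 4.89 to -7.38 percentage points (exact permutation p = 0.886). Without male mouse 15 that difference was 2.98. Among species-level reads with the run as a covariate it was 13.9, an estimate that rests on mouse 16 alone and allows no test. Of 15 species of Bacteroides and Parabacteroides, Bacteroides intestinalis alone passed in either comparison of male + FMT mice. Their summed share was 20.1% ± 14.4 in male + FMT mice, 7.94% ± 2.34 in male mice and 10.7% ± 8.39 in female mice. None of the 16 butyrate producers, 8 Rikenellaceae or 6 Muribaculaceae passed in any comparison.
The 16 calls against female mice fell to 1 with every mouse thinned to the smallest depth in 1 random draw and to 1 with the 2 groups fitted alone. At the smallest depth all 16 log2 fold changes kept their sign at a median of 1.03 times their size, 15 of them at an unadjusted p under 0.05 from limma. The thinned reads are a random part of the reads from which the 16 were called, so this is no independent support. With the 2 groups alone the fold changes are the same by design, and all 16 kept an unadjusted p under 0.05. With reads moved to a common ancestor all 16 kept their sign at a median of 0.558 times their size. This setting leaves the reads of each species as they were and enlarges the total. Shares then lie closer to the pseudocount of 0.05, so smaller fold changes with kept signs follow largely from the design. With reads of at least 85% accuracy 11 of the 16 species stayed in the comparison, all with the same sign, and 10 were still called. The calls numbered 9, 5 and 6 without female mouse 5, 6 and 7, and 2 and 4 without male + FMT mouse 11 and 16. Among the species named, the call was lost for Limosilactobacillus reuteri without female mouse 6 or 7 or male + FMT mouse 11 or 17, for Lactobacillus johnsonii without female mouse 6 or male + FMT mouse 11 or 16, for Desulfovibrio porci without female mouse 5 or 7 or any of the male + FMT mice, for Ruminiclostridium cellulolyticum without male + FMT mouse 11 or 16, for Thomasclavelia cocleata without female mouse 6 or 7 or male + FMT mouse 11 or 16, and for Enterobacter cloacae without any of the female mice, male mouse 12 or male + FMT mouse 11 or 17. Without male + FMT mouse 16 or without male mouse 15, Enterobacter cloacae no longer passed the filter on rare species, so its call was not tested there. With centred log ratios Limosilactobacillus reuteri (adjusted p = 0.0847 from limma), Desulfovibrio porci (0.110) and Enterobacter cloacae (0.0759) did not pass. The call of Akkermansia muciniphila between male and female mice was lost, among other settings, at equal depth, with centred log ratios, with the run as a covariate and without female mouse 5, 6 or 7, male mouse 12 or 15 or male + FMT mouse 11 or 17. Over all settings that lost it the log2 fold change was 0.726 (reads moved to a common ancestor) to 1.154 times its size, each at an unadjusted p under 0.05 from limma. Without female mouse 4, 7 species passed. The call of Bacteroides intestinalis against male mice was lost at the smallest depth (log2 fold change 3.74, adjusted p = 0.0963 from limma) and passed in all other limma settings tried, the run as a covariate among them (4.10, adjusted p = 0.0227). The loss rests on 1 random draw, and the call held in a draw thinned without the filter, a setting added after the data were seen. The log2 fold change was 2.35 with reads moved to a common ancestor, where it shrinks by design as described above. It was 2.34 with best matches, where the total of reads is larger too.
From the diversity and composition results together, the paper proposes that FMT has the potential to bring the gut microbiota of male mice back to a female-like one that protects better against EtOH.

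**Figure D3:**
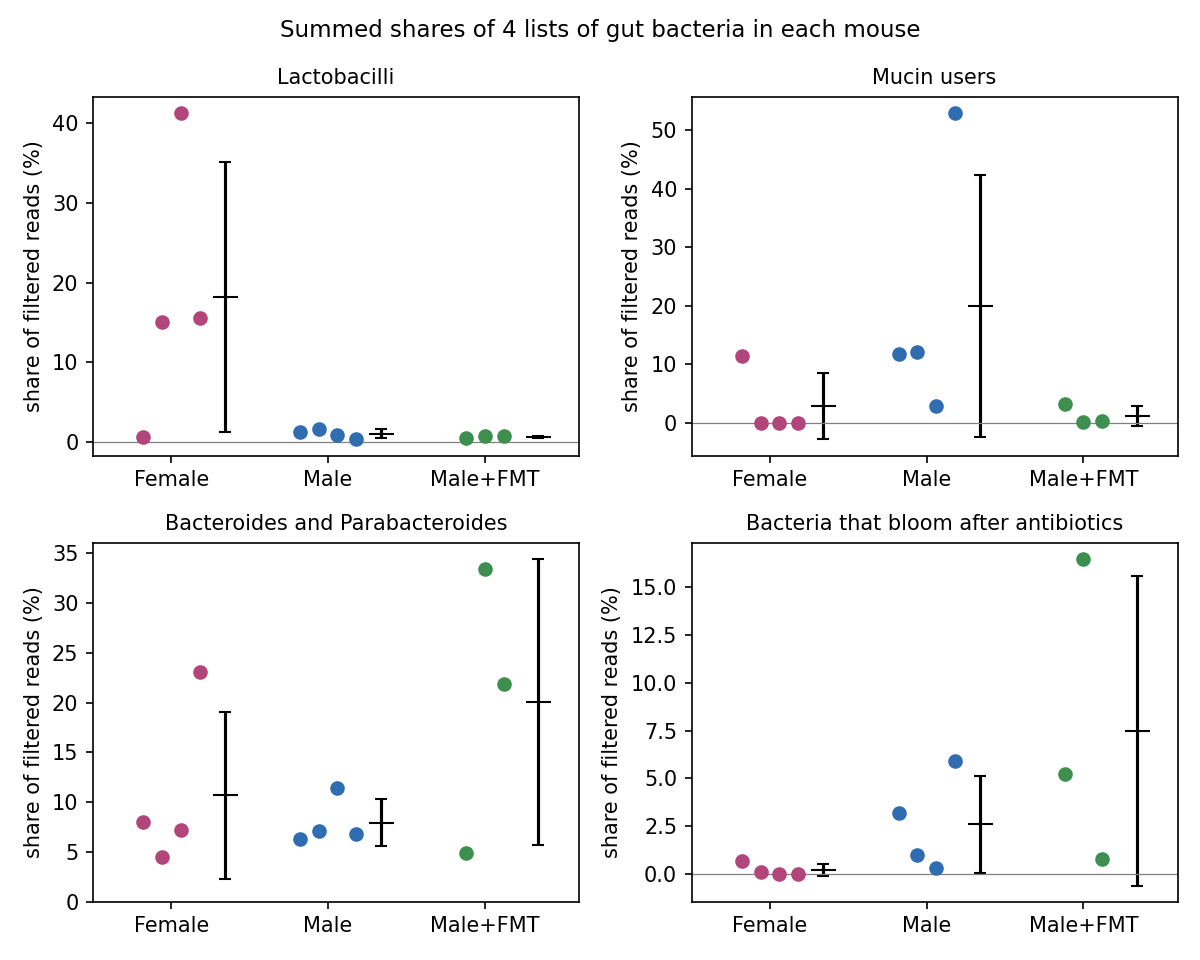
Summed share of filtered reads in each mouse for 4 lists of gut bacteria, with the mean and SD beside the points. Lactobacilli were abundant in 3 of the 4 female mice and scarce in all male and male + FMT mice. The mucin users are nearly all Akkermansia muciniphila.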

**Figure 6:**
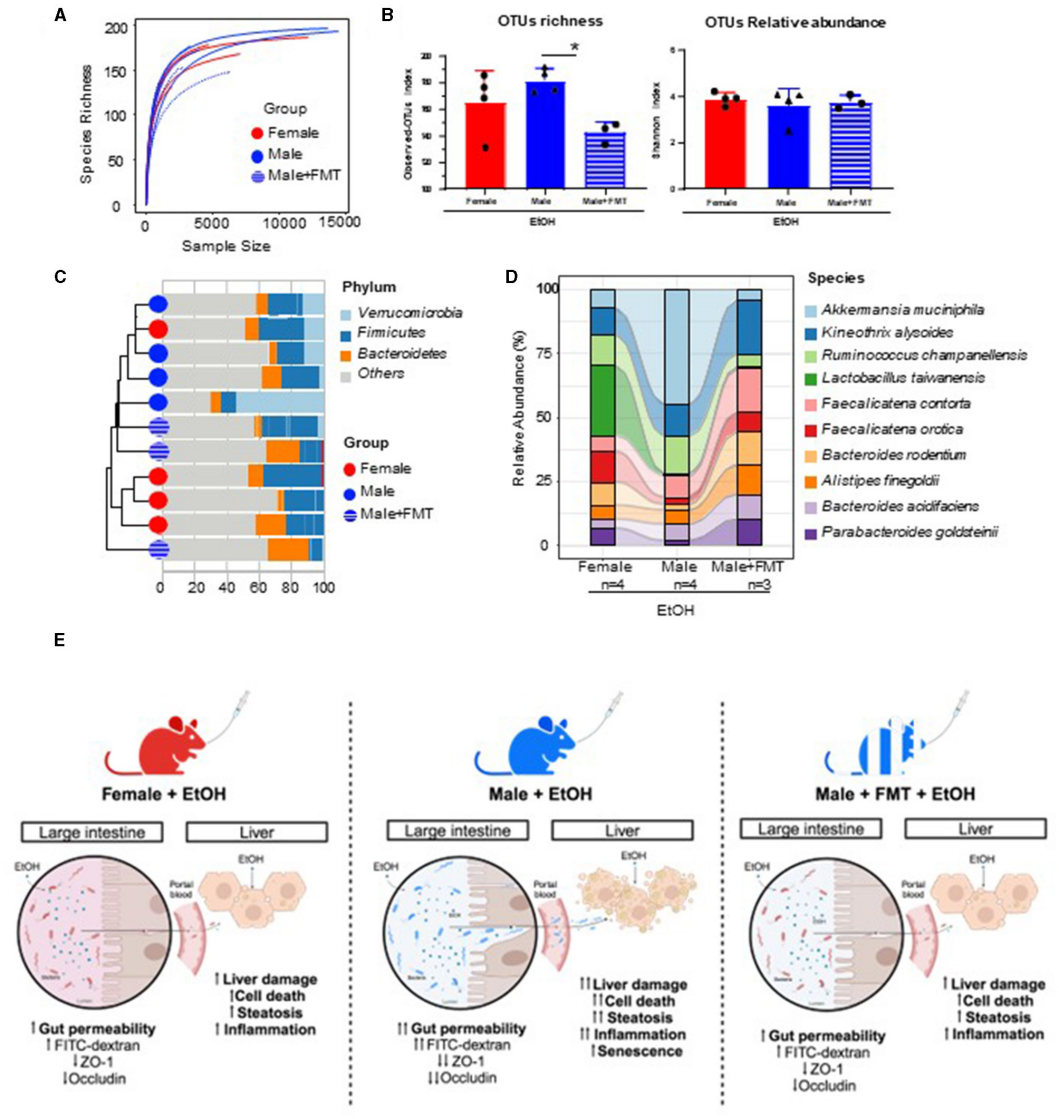
Characterization of changes in gut microbiota in FMT-male mice treated with EtOH. **(A)** Rarefaction curves after 24 h of nanopore-based long-read sequencing of bacterial 16S rRNA in feces from female, male, and male + FMT mice following EtOH treatment. **(B)** Alpha diversity as measured by Observed-OTUs and Shannon indexes across groups. **(C)** Hierarchical cluster analysis according to the distribution of phyla within the top 10 more abundant OTUs in each sample. **(D)** Sankey diagram showing the inferred relationship between groups by relative abundance (%) of top 10 classified OTUs at species level. **(E)** Proposed model for gender-specific pathophysiology of alcohol intoxication and the influence of female fecal microbiota transplantation (FMT) on the gut-liver axis of male recipient mice. ^*^p < 0.05.

## Discussion

Earlier we showed the alterations in the gut-liver axis in response to experimental acute alcohol injury in young rodents (23). Interestingly, changes in the intestinal epithelial barrier associated with increased permeability and modifications in gut microbiota were evident. Importantly, young female mice were more prone to hepatic injury in response to binge drinking, specifically in markers of steatosis and inflammation (23).

In the present study, we focused on extending the current understanding of the effects of ethanol on the gut-liver axis in mature animals. Evidence of impaired intestinal function in aged mice and primates (32, 33), and increase in gut disorders in the aged population has been earlier reported (34).

In this study, we used our previously published model of ethanol intoxication in mature adult mice of 52 weeks of age, and evaluated gut and liver damage, with the hope of understanding EtOH effects on middle-aged population. Our data showed that mature adult male mice displayed increased gut permeability and decreased number of TJs as well as less mucous protection compared with same age female mice, after experimental acute EtOH exposure. Concomitant with our results but obtained in elderly mice, it has been reported that EtOH exposure in aged mice promoted leakage of FITC-dextran into the blood (35), showing intestinal barrier affectation, which in normal conditions is upheld, in part, by TJs proteins such as ZO-1 and occludins (36). It is tempting to speculate that as aging advances, intestinal permeability is higher, and alcohol exerts a more harmful effect in the gut-liver axis. In agreement with this hypothesis, increased gut permeability has been observed in aged mice (33, 37) and older adults (38). To elucidate whether intestinal barrier disruption had a detrimental impact on the liver, we subsequently studied hepatic injury and inflammation. Our results showed that middle-aged male mice are more susceptible to EtOH-induced hepatocellular injury and hepatic lipid accumulation than same age female mice. Of note, our model of acute exposure to EtOH in middle-aged animals confirms previous literature in which chronic exposure to high levels of ethanol leads to hepatic inflammation (6, 39) and aging (35).

Apart from inflammation and hepatocellular injury, aging has been linked with multiple pathophysiological mechanisms, including innate immune responses and alterations in ethanol metabolism (40). Importantly, middle-aged mice were more susceptible to greater liver fibrosis after long-term chronic plus multiple binges (via downregulation of SIRT1) (40).

Alcohol causes dysbiosis thereby disrupting intestinal barrier function, promoting the translocation of microbial LPS into the portal circulation and liver (41). Indeed, it has been demonstrated that alterations in the GVB as decrease in the expression of the adherens junction (AJ) and TJ proteins, and the increase of plasmalemma vesicle-associated protein-1 (PV-1) (42) which is a transmembrane protein associated to the diaphragm of the fenestrated endothelium, is correlated with bacteria dissemination. For instance, *Salmonella* can penetrate the GVB and not only increase ALT levels but also endothelial leakage (43, 44).

Therefore, we hypothesized that fecal microbiota transplantation (FMT) from mature female donors- less susceptible to EtOH intoxication- could attenuate the gut-liver axis impairment observed in same age male mice. Interestingly, our data evidenced that gut microbiota from middle-aged female mice was capable of partially restoring gut permeability, hepatocellular injury and lipid accumulation in same age male mice after EtOH exposure. FMT has been suggested for the management of alcohol-related liver disease (ArLD) by acting on its primary insult, gut dysbiosis. Elegant studies with rodents have suggested that ArLD-related liver injury is transferrable and also treatable by adopting FMT from suitable donors (45). Other publications have shown that FMT between young and aged mice replaced the recipient microbiota composition with a composition resembling the donor, enriched for particular bacterial species, and altered the metabolic potential of the resulting gut microbial composition (46). In agreement with our results, microbes from female donors were established more successfully in the male gastrointestinal tract (47). The gut microbiome is age and sex-specific, affecting inflammation and metabolism in a sex-dependent manner (48). It has been proposed that aging-associated changes in the composition, diversity, and function of gut microbiota increases gut permeability and activates immune responses (49). Moreover, studies revealed that 52 week-old female and male mice show sex differences in intestinal microbiota which could impact morbility and mortality during aging (48). The sexually dimorphic microbiome is called microgenderome (50). Altogether, this set of data evidenced a role for FMT for managing alcohol related disorders in mature adults. Among the bacterial species that showed increased representation in male mice after FMT, *Parabacteroides goldsteinii* stands out, due to its described anti-obesity role, which includes reducing obesity, inducing increased adipose tissue thermogenesis, enhancing intestinal integrity, and reducing levels of inflammation and insulin resistance in mice (51). 

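In the sequenced feces, Parabacteroides goldsteinii made up 3.89% ± 4.12 of the filtered reads in male + FMT mice (SD, n = 3), 0.819% ± 0.536 in male mice (SD, n = 4) and 2.76% ± 1.88 in female mice (SD, n = 4). The difference of 3.07 percentage points between male + FMT and male mice did not pass the exact permutation test (p = 0.0571, adjusted p = 0.571 over the 30 comparisons of the species of Figure 6D), and the log2 fold change was 1.87 (standard error 1.01, adjusted p = 0.746 from limma). The mean rested on mouse 17, with 8.65% (95% Wilson interval 7.10 to 10.5%) of its 1052 reads. The others held 1.45% (1.06 to 1.97%) in mouse 11 and 1.58% (1.30 to 1.92%) in mouse 16, beside 0.413 to 1.56% in male mice.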

Another bacterium, *Bacteroides acidifaciens*, also increased in males after FMT and has been associated with the amelioration of liver injury induced by concanavalin-A t via the reduction of hepatocyte apoptosis (52). 

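Bacteroides acidifaciens made up 3.39% ± 3.04 of the filtered reads in male + FMT mice (SD, n = 3), 2.84% ± 2.35 in male mice (SD, n = 4) and 1.30% ± 0.725 in female mice (SD, n = 4). The difference of 0.554 percentage points between male + FMT and male mice was smaller than the spread between mice (exact permutation test, p = 0.857, adjusted p = 0.887). Single male + FMT mice held 0.297% (95% Wilson interval 0.151 to 0.585%) in mouse 11, 6.36% (5.79 to 6.99%) in mouse 16 and 3.52% (2.56 to 4.81%) in mouse 17. On the log2 scale the difference was -0.0060, and it turned to -0.926 percentage points without male + FMT mouse 16 and to -0.239 without male mouse 13.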

*Bacteroides acidifaciens* also contributes to acetate production, which protects against the development of non-alcoholic steatohepatitis (NASH) (53). Additionally, *Kineothrix alysoides*, which also showed increased presence in male mice after FMT, demonstrated in a mice model for Metabolic Dysfunction-Associated Steatotic Liver Disease (MASLD) that animals treated with *Kineothrix alysoides* exhibited a reduction in hepatocyte ballooning and fat deposition in the livers of mice fed a high fructose-high fat (HFHF) diet. Moreover, the lipid droplet size in the epididymal fat of HFHF-fed mice with *Kineothrix alysoides* also decreased. These findings indicated that *Kineothrix alysoides* might have the potential to limit fat accumulation caused by the HFHF diet in the liver (54). 

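Kineothrix alysoides, a butyrate producer, made up 8.27% ± 8.32 of the filtered reads in male + FMT mice (SD, n = 3), 6.15% ± 3.05 in male mice (SD, n = 4) and 3.65% ± 3.45 in female mice (SD, n = 4). The difference of 2.12 percentage points between male + FMT and male mice was smaller than the spread between mice (exact permutation test, p = 0.686, adjusted p = 0.796). It rested on mouse 11, with 17.4% (95% Wilson interval 16.0 to 18.9%), and was -2.44 percentage points without it. Mouse 16 held 6.27% (5.70 to 6.89%), mouse 17 held 1.14% (0.654 to 1.98%) and male mice 3.72 to 10.4%. On the log2 scale the difference was -0.17.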

All these changes in gut microbiota could explain, at least in part, the positive effects that FMT from middle-age female mice donors exerts over middle-age male mice recipients after a protocol of binge drinking.

In our study, we focused on middle age, since it is a very important stage of the life span and strongly impacts health in late life. In fact, the quantity and frequency of binge drinking, has implications for the health and wellbeing of middle-aged adults both concurrently and prospectively. There is a strong need to determine the relationship between alcohol use and health, as well as how factors such as endogenous and exogenous hormones interact with alcohol to influence health in pre- and post-menopausal women.

For an equivalent alcohol intake, women tend to exhibit higher blood alcohol levels than men, despite a faster rate of ethanol elimination. However, the gender disparities in blood alcohol levels following oral intake were not observed after intravenous administration of the dose (55). This gender discrepancy has been linked to lower gastric alcohol dehydrogenase (ADH) activity in women compared to men (56). Interestingly, in individuals over 50 years of age, the Km of gastric ADH activity decreases with age only in men, not in women. Consequently, gender-related differences in first-pass metabolism tend to equalize or even reverse in the elderly, possibly due to gastric mucosal atrophy, which is more prevalent in men than women (56, 57). Further examination of gastric ADH activity in middle-aged female and male mice before and after FMT would provide valuable insights into how gut microbiota may influence alcohol metabolism. Moreover, our experimental work may shed light on potential mechanisms involved in the apparently diverse health effects of binge drinking. The aging phenotype is strongly associated with a state of systemic inflammation, called age-related inflammation (also referred to as inflammaging). Although not all studies report the same direction of change, most studies examining TLR expression in aging mice suggest advanced age leads to a reduction in murine and human TLR expression (58). However, our study was conducted in middled-aged animals of 52 weeks of age and not in 18–24-month-old mice—specifically considered old mice. Therefore, EtOH increased TLR-expression which was ameliorated by FMT. Activation of TLR4 promotes the production of various inflammatory mediators, including a senescence-associated phenotype, clearly reverted after FMT.

In summary, our study reports, for the first time, gender-specific effects of EtOH exposure in mature adult mice in the gastrointestinal system and propose FMT as a novel therapeutic avenue for the reversal of gut leakage, hepatocellular injury and steatosis during aging.

## Data availability statement

The long-read sequencing data of 16S rRNA gene presented in the study are deposited in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE263477.

## Ethics statement

The animal study was approved by the Conserjería de Medio Ambiente, Administración Local y Ordenación del Territorio (PROEX 125.1/20 and 264.2/23). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

AL-P: Data curation, Investigation, Methodology, Writing—original draft, Writing—review & editing. MM: Data curation, Validation, Writing—review & editing, Investigation, Methodology. MG-L: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Software, Validation, Writing—review & editing. OE-V: Investigation, Methodology, Writing—review & editing. RB-U: Investigation, Methodology, Writing—review & editing. AG: Writing—review & editing, Investigation, Methodology. HH: Investigation, Methodology, Writing—review & editing. HL: Investigation, Methodology, Writing—review & editing. JV: Data curation, Investigation, Methodology, Writing—review & editing. RB: Data curation, Investigation, Methodology, Writing—review & editing. EM-N: Data curation, Funding acquisition, Methodology, Writing—review & editing. SR: Supervision, Validation, Writing—review & editing, Formal analysis, Investigation, Methodology. YN: Funding acquisition, Methodology, Supervision, Writing—original draft, Writing—review & editing. GJ: Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Supervision, Writing—original draft, Writing—review & editing. FC: Conceptualization, Data curation, Funding acquisition, Project administration, Supervision, Validation, Writing—original draft, Writing—review & editing.

## References

[1] RehmJShieldKD. Global burden of alcohol use disorders and alcohol liver disease. Biomedicines. (2019) 7:99. 10.3390/biomedicines704009931847084 PMC6966598

[2] CabezasJBatallerR. Alcoholic liver disease: new UK alcohol guidelines and Dry January: enough to give up boozing? Nat Rev Gastroenterol Hepatol. (2016) 13:191–2. 10.1038/nrgastro.2016.3926956065

[3] Ventura-CotsMWattsAEBatallerR. Binge drinking as a risk factor for advanced alcoholic liver disease. Liver Int. (2017) 37:1281–3. 10.1111/liv.1348228845617 PMC5656398

[4] HanBHMooreAAFerrisRPalamarJJ. Binge drinking among older adults in the United States, 2015 to 2017. J Am Geriatr Soc. (2019) 67:2139–44. 10.1111/jgs.1607131364159 PMC6800799

[5] KepnerWEHanBHNguyenDHanSSLopezFAPalamarJJ. Past-month binge drinking and cannabis use among middle-aged and older adults in the United States, 2015-2019. Alcohol. (2023) 107:32–7. 10.1016/j.alcohol.2022.07.00635934163 PMC9933134

[6] SzaboG. Gut-liver axis in alcoholic liver disease. Gastroenterology. (2015) 148:30–6. 10.1053/j.gastro.2014.10.04225447847 PMC4274189

[7] GaoBAhmadMFNagyLETsukamotoH. Inflammatory pathways in alcoholic steatohepatitis. J Hepatol. (2019) 70:249–59. 10.1016/j.jhep.2018.10.02330658726 PMC6361545

[8] MeroniMLongoMDongiovanniP. Alcohol or gut microbiota: who is the guilty? Int J Mol Sci. (2019) 20. 10.3390/ijms2018456831540133 PMC6770333

[9] AlbillosADe GottardiARescignoM. The gut-liver axis in liver disease: Pathophysiological basis for therapy. J Hepatol. (2020) 72:558–77. 10.1016/j.jhep.2019.10.00331622696

[10] Diaz BrintonR. Minireview: translational animal models of human menopause: challenges and emerging opportunities. Endocrinology. (2012) 153:3571–8. 10.1210/en.2012-134022778227 PMC3404353

[11] PruettSTanWHowellGEIIINanduriB. Dosage scaling of alcohol in binge exposure models in mice: An empirical assessment of the relationship between dose, alcohol exposure, and peak blood concentrations in humans and mice. Alcohol. (2020) 89:9–17. 10.1016/j.alcohol.2020.03.01132259574 PMC8221372

[12] WangYTangJLvQTanYDongXLiuH. Establishment and resilience of transplanted gut microbiota in aged mice. iScience. (2022) 25:103654. 10.1016/j.isci.2021.10365435024588 PMC8733228

[13] KunduPLeeHUGarcia-PerezITayEXYKimHFaylonLE. Neurogenesis and prolongevity signaling in young germ-free mice transplanted with the gut microbiota of old mice. Sci Transl Med. (2019) 11:aau4760. 10.1126/scitranslmed.aau476031723038

[14] D'amatoADi Cesare MannelliLLucariniEManALLe GallGBrancaJJV. Faecal microbiota transplant from aged donor mice affects spatial learning and memory via modulating hippocampal synaptic plasticity- and neurotransmission-related proteins in young recipients. Microbiome. (2020) 8:140. 10.1186/s40168-020-00914-w33004079 PMC7532115

[15] NevzorovaYABangenJMHuWHaasUWeiskirchenRGasslerN. Cyclin E1 controls proliferation of hepatic stellate cells and is essential for liver fibrogenesis in mice. Hepatology. (2012) 56:1140–9. 10.1002/hep.2573622454377 PMC3396430

[16] NevzorovaYAHuWCuberoFJHaasUFreimuthJTackeF. Overexpression of c-myc in hepatocytes promotes activation of hepatic stellate cells and facilitates the onset of liver fibrosis. Biochim Biophys Acta. (2013) 1832:1765–75. 10.1016/j.bbadis.2013.06.00123770341

[17] MehlemAHagbergCEMuhlLErikssonUFalkevallA. Imaging of neutral lipids by oil red O for analyzing the metabolic status in health and disease. Nat Protoc. (2013) 8:1149–54. 10.1038/nprot.2013.05523702831

[18] LivakKJSchmittgenTD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C (T)) Method. Methods. (2001) 25:402–8. 10.1006/meth.2001.126211846609

[19] McmurdiePJHolmesS. phyloseq: an R package for reproducible interactive analysis and graphics of microbiome census data. PLoS ONE. (2013) 8:e61217. 10.1371/journal.pone.006121723630581 PMC3632530

[20] XuSZhanLTangWWangQDaiZZhouL. MicrobiotaProcess: a comprehensive R package for deep mining microbiome. Innovation. (2023) 4:100388. 10.1016/j.xinn.2023.10038836895758 PMC9988672

[21] SuzukiT. Regulation of the intestinal barrier by nutrients: the role of tight junctions. Anim Sci J. (2020) 91:e13357. 10.1111/asj.1335732219956 PMC7187240

[22] OtaniTFuruseM. Tight junction structure and function revisited. Trends Cell Biol. (2020) 30:805–17. 10.1016/j.tcb.2020.08.00432891490

[23] Lamas-PazAMoranLPengJSalinasBLopez-AlcantaraNSydorS. Intestinal epithelial cell-derived extracellular vesicles modulate hepatic injury via the gut-liver axis during acute alcohol injury. Front Pharmacol. (2020) 11:603771. 10.3389/fphar.2020.60377133408632 PMC7779758

[24] YaoDDaiWDongMDaiCWuS. MUC2 and related bacterial factors: therapeutic targets for ulcerative colitis. EBioMedicine. (2021) 74:103751. 10.1016/j.ebiom.2021.10375134902790 PMC8671112

[25] ChopykDMGrakouiA. Contribution of the intestinal microbiome and gut barrier to hepatic disorders. Gastroenterology. (2020) 159:849–63. 10.1053/j.gastro.2020.04.07732569766 PMC7502510

[26] ShojaieLIorgaADaraL. Cell death in liver diseases: a review. Int J Mol Sci. (2020) 21:9682. 10.3390/ijms2124968233353156 PMC7766597

[27] DiehlAMGoodmanZIshakKG. Alcohollike liver disease in nonalcoholics. A clinical and histologic comparison with alcohol-induced liver injury. Gastroenterology. (1988) 95:1056–62. 10.1016/0016-5085(88)90183-73410220

[28] SteinerJLLangCH. Alcohol, adipose tissue and lipid dysregulation. Biomolecules. (2017) 7. 10.3390/biom701001628134793 PMC5372719

[29] JeonSCarrR. Alcohol effects on hepatic lipid metabolism. J Lipid Res. (2020) 61:470–9. 10.1194/jlr.R11900054732029510 PMC7112138

[30] HritzIMandrekarPVelayudhamACatalanoDDolganiucAKodysK. The critical role of toll-like receptor (TLR) 4 in alcoholic liver disease is independent of the common TLR adapter MyD88. Hepatology. (2008) 48:1224–31. 10.1002/hep.2247018792393 PMC7137387

[31] CaiYZhouHZhuYSunQJiYXueA. Elimination of senescent cells by beta-galactosidase-targeted prodrug attenuates inflammation and restores physical function in aged mice. Cell Res. (2020) 30:574–89. 10.1038/s41422-020-0314-932341413 PMC7184167

[32] MitchellELDavisATBrassKDendingerMBarnerRGharaibehR. Reduced intestinal motility, mucosal barrier function, and inflammation in Aged monkeys. J Nutr Health Aging. (2017) 21:354–61. 10.1007/s12603-016-0725-y28346561 PMC6057140

[33] ThevaranjanNPuchtaASchulzCNaidooASzamosiJCVerschoorCP. Age-associated microbial dysbiosis promotes intestinal permeability, systemic inflammation, and macrophage dysfunction. Cell Host Microbe. (2017) 21:455–66 e454. 10.1016/j.chom.2017.03.00228407483 PMC5392495

[34] HallKEProctorDDFisherLRoseS. American gastroenterological association future trends committee report: effects of aging of the population on gastroenterology practice, education, and research. Gastroenterology. (2005) 129:1305–38. 10.1053/j.gastro.2005.06.01316230084

[35] McmahanRHNajarroKMMullenJEPaulMTOrlickyDJHulsebusHJ. A novel murine model of multi-day moderate ethanol exposure reveals increased intestinal dysfunction and liver inflammation with age. Immun Ageing. (2021) 18:37. 10.1186/s12979-021-00247-834556145 PMC8459518

[36] LeeSH. Intestinal permeability regulation by tight junction: implication on inflammatory bowel diseases. Intest Res. (2015) 13:11–8. 10.5217/ir.2015.13.1.1125691839 PMC4316216

[37] BrandtAKrommFHernandez-ArriagaAMartinez SanchezIBozkirHOStaltnerR. Cognitive alterations in old mice are associated with intestinal barrier dysfunction and induced toll-like receptor 2 and 4 signaling in different brain regions. Cells. (2023) 12:2153. 10.3390/cells1217215337681885 PMC10486476

[38] QiYGoelRKimSRichardsEMCarterCSPepineCJ. Intestinal permeability biomarker zonulin is elevated in healthy aging. J Am Med Dir Assoc. (2017) 18:810 e811–4. 10.1016/j.jamda.2017.05.01828676292 PMC5581307

[39] Benede-UbietoREstevez-VazquezOGuoFChenCSinghYNakayaHI. An experimental DUAL model of advanced liver damage. Hepatol Commun. (2021) 5:1051–68. 10.1002/hep4.169834141989 PMC8183170

[40] RamirezTLiYMYinSXuMJFengDZhouZ. Aging aggravates alcoholic liver injury and fibrosis in mice by downregulating sirtuin 1 expression. J Hepatol. (2017) 66:601–9. 10.1016/j.jhep.2016.11.00427871879 PMC5316497

[41] LiangpunsakulSTohERossRAHeathersLEChandlerKOshodiA. Quantity of alcohol drinking positively correlates with serum levels of endotoxin and markers of monocyte activation. Sci Rep. (2017) 7:4462. 10.1038/s41598-017-04669-728667254 PMC5493657

[42] BresciaPRescignoM. The gut vascular barrier: a new player in the gut-liver-brain axis. Trends Mol Med. (2021) 27:844–55. 10.1016/j.molmed.2021.06.00734229973

[43] SpadoniIZagatoEBertocchiAPaolinelliRHotEDi SabatinoA. A gut-vascular barrier controls the systemic dissemination of bacteria. Science. (2015) 350:830–4. 10.1126/science.aad013526564856

[44] SpadoniIPietrelliAPesoleGRescignoM. Gene expression profile of endothelial cells during perturbation of the gut vascular barrier. Gut Microbes. (2016) 7:540–8. 10.1080/19490976.2016.123968127723418 PMC5153614

[45] ShasthrySM. Fecal microbiota transplantation in alcohol related liver diseases. Clin Mol Hepatol. (2020) 26:294–301. 10.3350/cmh.2020.005732570299 PMC7364360

[46] ParkerARomanoSAnsorgeRAboelnourALe GallGSavvaGM. Fecal microbiota transfer between young and aged mice reverses hallmarks of the aging gut, eye, and brain. Microbiome. (2022) 10:68. 10.1186/s40168-022-01243-w35501923 PMC9063061

[47] AburahmaAStewartELRanaSLarsenRWardCSSpragueJE. Influence of fecal microbial transplant (FMT) between male and female rats on methamphetamine-induced hyperthermia. Int J Hyperthermia. (2023) 40:2159072. 10.1080/02656736.2022.215907236581324

[48] WangYYangHXuH. Age-specific microbiota in altering host inflammatory and metabolic signaling and metabolome based on sex. Hepatobiliary Surg Nutr. (2022) 11:305–7. 10.21037/hbsn-2022-0435464278 PMC9023829

[49] GhoshTSShanahanFO'toolePW. The gut microbiome as a modulator of healthy ageing. Nat Rev Gastroenterol Hepatol. (2022) 19:565–84. 10.1038/s41575-022-00605-x35468952 PMC9035980

[50] VemuriRSylviaKEKleinSLForsterSCPlebanskiMEriR. The microgenderome revealed: sex differences in bidirectional interactions between the microbiota, hormones, immunity and disease susceptibility. Semin Immunopathol. (2019) 41:265–75. 10.1007/s00281-018-0716-730298433 PMC6500089

[51] WuTRLinCSChangCJLinTLMartelJKoYF. Gut commensal Parabacteroides goldsteinii plays a predominant role in the anti-obesity effects of polysaccharides isolated from Hirsutella sinensis. Gut. (2019) 68:248–62. 10.1136/gutjnl-2017-31545830007918

[52] WangHWangQYangCGuoMCuiXJingZ. Bacteroides acidifaciens in the gut plays a protective role against CD95-mediated liver injury. Gut Microbes. (2022) 14:2027853. 10.1080/19490976.2022.202785335129072 PMC8820816

[53] AokiROnukiMHattoriKItoMYamadaTKamikadoK. Commensal microbe-derived acetate suppresses NAFLD/NASH development via hepatic FFAR2 signalling in mice. Microbiome. (2021) 9:188. 10.1186/s40168-021-01125-734530928 PMC8447789

[54] ChoiKJYoonMYKimJEYoonSS. Gut commensal Kineothrix alysoides mitigates liver dysfunction by restoring lipid metabolism and gut microbial balance. Sci Rep. (2023) 13:14668. 10.1038/s41598-023-41160-y37674003 PMC10482948

[55] BaraonaEAbittanCSDohmenKMorettiMPozzatoGChayesZW. Gender differences in pharmacokinetics of alcohol. Alcohol Clin Exp Res. (2001) 25:502–7. 10.1111/j.1530-0277.2001.tb02242.x11329488

[56] PozzatoGMorettiMFranzinFCroceLSLacchinTBenedettiG. Ethanol metabolism and aging: the role of “first pass metabolism” and gastric alcohol dehydrogenase activity. J Gerontol A Biol Sci Med Sci. (1995) 50:B135–41. 10.1093/gerona/50A.3.B1357743392

[57] SeitzHKEgererGSimanowskiUAWaldherrREckeyRAgarwalDP. Human gastric alcohol dehydrogenase activity: effect of age, sex, and alcoholism. Gut. (1993) 34:1433–7. 10.1136/gut.34.10.14338244116 PMC1374557

[58] BouleLAKovacsEJ. Alcohol, aging, and innate immunity. J Leukoc Biol. (2017) 102:41–55. 10.1189/jlb.4RU1016-450R28522597 PMC6608055

# Supplementary material for: Fecal microbiota transplantation from female donors restores gut permeability and reduces liver injury and inflammation in middle-aged male mice exposed to alcohol
**Source:** Front Nutr. 2024 Apr 18;11:1393014. doi: 10.3389/fnut.2024.1393014
**Supplement:** Supplementary file 1

SUPPLEMENTARY DATA

FECAL MICROBIOTA TRANSPLANTATION FROM FEMALE DONORS RESTORES GUT PERMEABILITY AND PREVENTS LIVER INJURY AND INFLAMMATION IN MIDDLE-AGED MALE MICE EXPOSED TO ALCOHOL

Arantza Lamas-Paz, Mariana Mesquita, Marcos García-Lacarte, Olga Estévez-Vázquez, Raquel Benedé-Ubieto, Alejandro Hionides Gutierrez, Hanghang Wu, Hector Leal Lasalle, Javier Vaquero, Rafael Bañares, Eduardo Martínez-Naves, Sergio Roa, Yulia A. Nevzorova, Gonzalo Jorquera, Francisco Javier Cubero

SUPPLEMENTARY FIGURE LEGENDS

Suppl. Fig. 1. Gut permeability after ethanol (EtOH) intoxication in 52 weeks-old female and male mice. (A) Occludin Immunofluorescence staining of large intestine cryosections in female and male mice after EtOH or phosphate-buffered saline (PBS) oral gavage and **(B)** each quantification. (n= 4). Scale bars: 100 μ m. *P<0.05, **P<0.01.

Suppl. Fig. 2. Liver examination after acute alcohol consumption. (A) Macroscopic pictures of the liver of 52-week-old female and male mice after EtOH/PBS oral gavage. **(B)** LW/BW of 52-week-old female and male mice after EtOH/PBS oral gavage. (n=8-15) **(C)** TUNEL staining in liver of 52-week-old female and male mice after EtOH or PBS administration. **(D)** % of TUNEL positive cells after EtOH intoxication in 52-week-old female and male mice. (n=4). Scale bars: 100 μ m. ***P<0.001, #P<0.05.

Suppl. Fig. 3. Evaluation of female, male and male + FMT mice after ethanol (EtOH) gavage. (A) Graphical representation of FMT in male mice: Stool from 52-week-old mice was collected and administrated by oral gavage to 52-week-old during 3 days, with a previous antibiotics (ABx) gavage the day before. An EtOH [6 g/kg] oral gavage was administrated at day 18 after FMT and sacrificed 8 h later. **(B)** Macroscopic pictures of liver of 52 weeks-old female, male and male + FMT mice after EtOH oral gavage.

A**OCCLUDIN**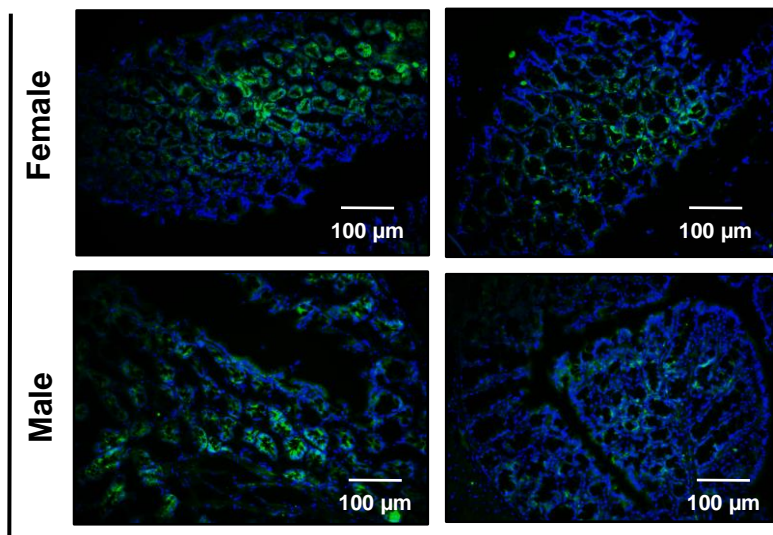**B**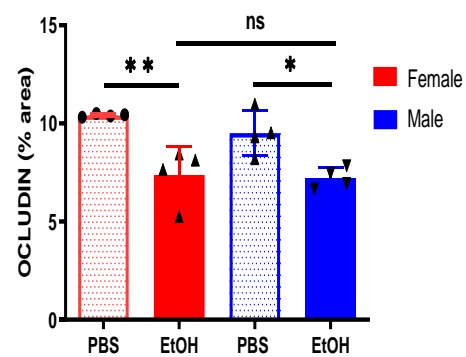

A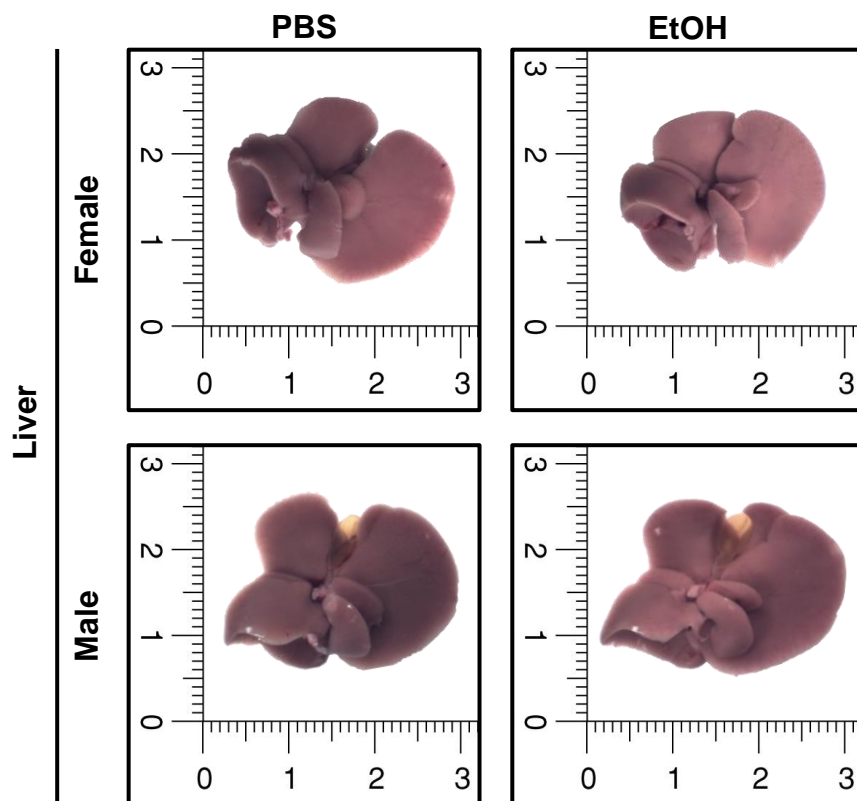**B**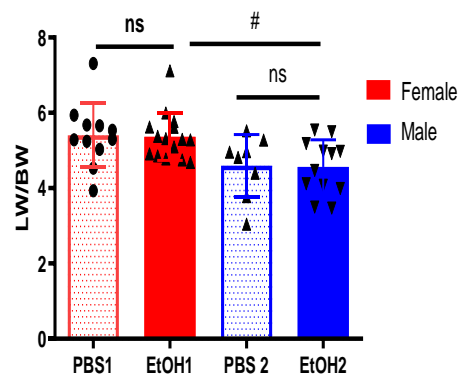**C**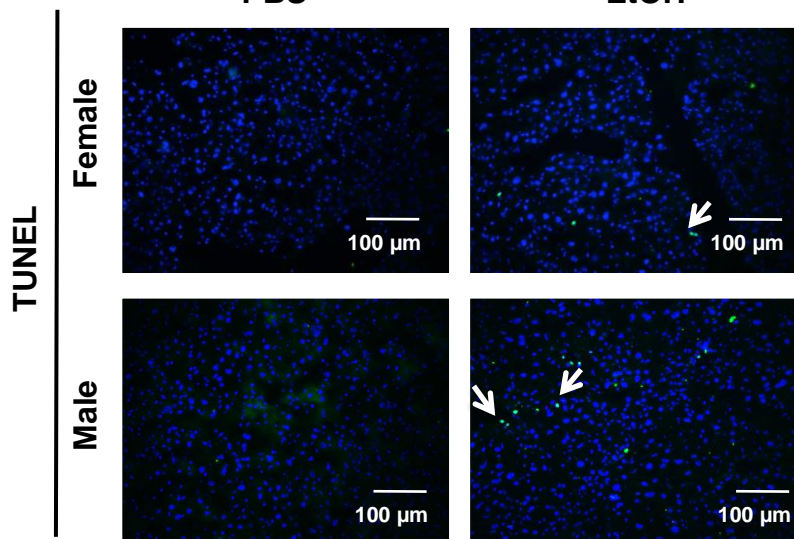**D**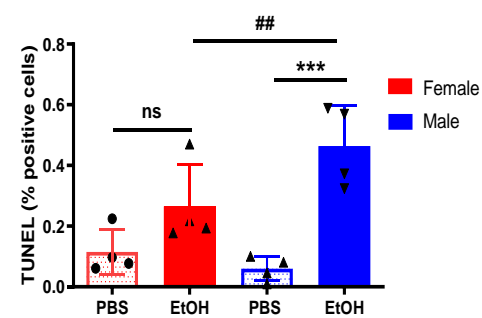**Suppl. Fig. 2**

A

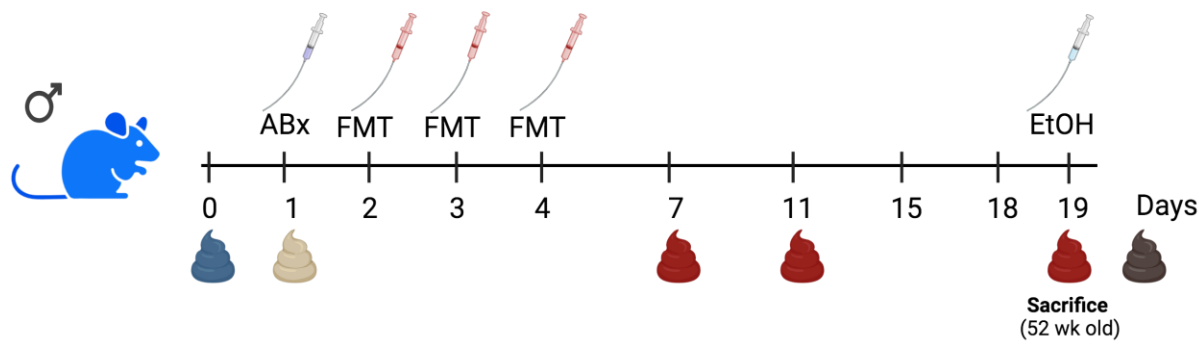

B

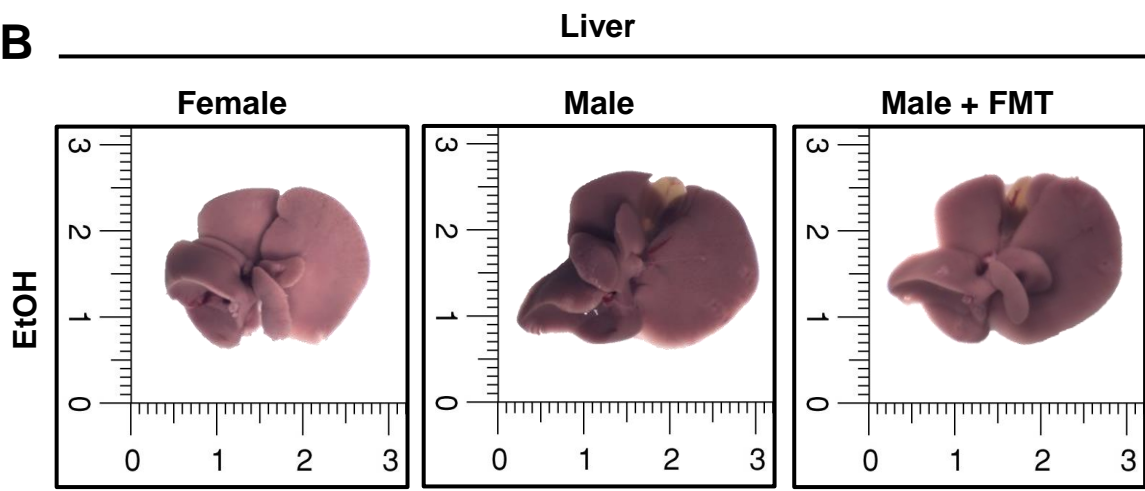

Suppl. Fig. 3

How the deposited data were processed for this re-analysis (not part of the article)

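The series holds nanopore reads of full-length 16S amplicons from the feces of 52-week-old mice given EtOH by gavage: 4 female mice, 4 male mice and 3 male mice that had received antibiotics and FMT from female donors. The authors base-called the reads with MinKNOW (version 22.10.7) and classified them with EPI2ME Fastq 16S (version 2023.04.21) against the NCBI 16S reference sequences, then filtered and analysed OTU tables with Phyloseq (version 1.38.0) and MicrobiotaProcess (version 1.15.0). The deposited table comes before those filters. It has 1 line per read and no counts, with the name of the best reference, the genus, a flag of the classifier and an accuracy score, which the authors give as the percent identity of the read to its reference and as -1 for an unclassified read. The flag separates reads kept at a species from reads moved to a lowest common ancestor.

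The table holds 442387 reads. Of these, 398221 carry a run and barcode that the sample labels give to 1 of the 11 mice. A further 44166 reads of 5 run and barcode pairs belong to no labelled sample and were not used here. Reads kept at a species were tallied per mouse by the genus and species words of the reference name, which joined 1479 names into 1442 species. No name held mitochondria or chloroplast. Species with at least 5 reads in at least 2 mice were kept, which is how the rule of the methods was read for 11 samples. After the filter each mouse held 1052 to 14642 reads. The median accuracy score of reads kept at a species was 86.59 and that of reads moved to a common ancestor 85.55. Phyla were given to genera by hand from standard taxonomy and were tested when above 1% in any mouse. The 95% intervals of single shares are Wilson intervals, and the detection limit of a share is 3 reads.

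The methods of the study name a test across groups followed by a post-hoc test (Tukey) for the whole paper. Here observed species, the Shannon index, the shares of phyla, of the 10 species of Figure 6D and of 12 lists of bacteria were compared between pairs of groups with exact permutation tests of the difference between means (35 assignments for 4 mice against 3, 70 for 4 against 4), and over the 3 groups with all 11550 assignments. The smallest p for 4 against 3 is 0.0286. Composition was compared by Bray-Curtis distances and PERMANOVA with the same assignments, and the closeness of male + FMT mice to female mice by permuting the labels of the female and male mice. Single species were compared with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes with trend) on log2(share + 0.05) in 1 fit of all 11 mice at an adjusted p of 0.05. Where a setting leaves 1 mouse in a group, limma takes its spread from the other mice. All other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

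The samples, the tests, the lists of bacteria and most alternatives were fixed before the data were examined. The species that the text names were set by a rule of the same time: the 10 species of Figure 6D, for each comparison the 10 with the largest log2 fold change among those past the threshold whose groups do not overlap, the 10 with the highest mean share and the 3 most abundant detected members of each list. The lists are the species of Figure 6D, butyrate producers, lactobacilli, Bacteroides and Parabacteroides, Rikenellaceae, Muribaculaceae, mucin users, sulfate and sulfite reducers, bile acid dehydroxylating clostridia, bacteria that bloom after antibiotics, genera known from reagents and genera of skin and feed. Limosilactobacillus reuteri, Desulfovibrio porci and Thomasclavelia cocleata are named as members of these lists.

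The limma step was tested on simulated data made from 229 species in 20 simulated sets of the comparison of male + FMT with male mice. In the first design, with 20 species raised or lowered by 4 and 20 by 16 times in each set at 0.5 of the observed spread, it recovered 49.75% and 97.5% of them and also called 26.0% of the unchanged species. With centred log ratios the same sets gave 47.0% and 87.25% recovered and 2.28% of the unchanged species called. A second design, added after that outcome, lowered 10 species by 8 and 10 by 32 times with the full observed spread, and 42.5% and 82.0% were recovered with shares, with 0.383% of the unchanged species called (47.5%, 87.5% and 0.431% with centred log ratios). Within the first design only the scaling differs between 26.0% and 2.28%, so most of its calls of unchanged species came with the scaling to shares. The designs differ in the direction, number, size and abundance of the changes and in the spread at once. Which of these made shares call unchanged species in the first design but hardly in the second was not tested. Calls made on shares can include unchanged species, and the counts with centred log ratios are given among the alternatives.

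The alternatives were reads moved to a common ancestor counted at the taxon given, a minimum accuracy of 85, no filter, a filter of 3 mice, thinning to 1052 reads (100 draws for the indexes), genera, each mouse left out, the run as a covariate or the first run alone, the post-hoc test, other distances, pseudocounts of 0.01 and 0.2, centred log ratios with 0.5 reads added, the 2 groups alone, an exact test of each species, limma voom and log2 values of shares. Added after the data were seen were names as in the table, the best match of every classified read, no filter together with thinning, the methods' test across groups, and distances over the phyla and between the group means of the 10 species, and shares with moved reads or best matches without male mouse 15. Only the indexes were averaged over 100 draws of the thinning, while limma and the distances used 1 draw. With the run in the model single values were tested with permutations of residuals (Freedman-Lane). The second run holds 1 female and 2 male + FMT mice and no male mouse, so the run is partly confounded with the groups. The male + FMT mice received antibiotics before the transplant, the paper's text does not state whether the other male mice did, and it gives the day of the EtOH gavage after FMT differently in the methods and in a supplementary legend.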

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

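The tests of the sequencing run, of a swap with a male mouse, of a wrong label and of the common-ancestor step were chosen after the results were seen. A value that stands far from the rest of its group was sought in 56 groups of 4 mice and found in 9 of them, and chance alone finds about 1 in 20 groups. That rate assumes normal values, which 4 mice cannot show. The 9 are also not independent, since Akkermansia muciniphila, Verrucomicrobia and mucin users count nearly the same reads. The excess over chance can therefore not be judged.

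Fewer species were observed in male + FMT than in male mice. With every mouse thinned to the same number of reads the mean of male + FMT mice was 0.924 of that of male mice, between the level that read depth as the cause required and the level that would have excluded it. At the same depth without the filter on rare species, a setting added after the data were seen, the ratio was 0.962, which reaches the level that depth required, but with an SD of 46.7 species in male + FMT mice, so a difference in depth cannot be told apart from a loss of species at this depth. With the sequencing run as a term in a fit of these 2 groups the difference was -43.75 species. Since the second run holds no male mouse, this is male + FMT mouse 16 alone against the male mice. The female mice, which lie in both runs, were not part of the fit, and the run stays open too. The antibiotics given before the transplant, the explanation that the paper names, may also lower the number of species and cannot be separated from the transplant here, since the paper's text does not state whether the other male mice received them.

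Female mouse 4 held 11.4% Akkermansia muciniphila, and therefore 11.4% Verrucomicrobia and 11.4% mucin users, where the other female mice held at most 0.0676% of the species. It also held 0.677% of bacteria that bloom after antibiotics, against at most 0.110% in the other female mice. Its mean Bray-Curtis distance to the other female mice exceeded that to the male mice by 0.218. A swap with a male mouse would leave a male sample nearer to female mice 5, 6 and 7 than to the other male mice, and none was found, the smallest difference being 0.0866 toward the male mice. A wrong label with a sample from outside the series, a mixed sample or a female mouse with a male-like microbiota could each give this pattern and cannot be told apart, since the sequences of bacteria hold no marker of the sex of the mouse.

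In male mouse 15 bacteria that bloom after antibiotics were the best match of 52.8% of the reads moved to a common ancestor and of 6.61% of the reads kept at a species, a ratio of 8.00. Male + FMT mouse 16 showed the reverse for the same bacteria, with 1.31% of the moved reads and 16.1% of the reads kept at a species. The ratio in male mouse 15 restates that these reads are missing from its species counts, so it is no independent test. It is what would be seen if the classifier moved reads with closely related best matches to a common ancestor, a candidate explanation for their low share among species. Poor reads matched at random would be of lower accuracy, but the median accuracy of these reads lay 4.83 points above that of the other classified reads of the mouse. Counting the best match of every classified read turned the difference in these bacteria between male + FMT and male mice from 4.89 to -7.38 percentage points, and without male mouse 15 it was 2.98, so the reversal rests on this mouse. Male mouse 15 also held 68.5% of the species of Figure 6D, against 34.2 to 38.7% in the other male mice.

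Other values that stood apart from the rest of their group were Cyanobacteria in male mouse 13 (1.18%, other male mice 0.0273 to 0.194%), Bacteroides and Parabacteroides in male mouse 14 (11.4%, others 6.33 to 7.14%), genera of skin and feed in male mouse 14 (0.121%, others at most 0.0137%) and Muribaculaceae in female mouse 7 (3.16%, others 0.771 to 0.841%). Among reads moved to a common ancestor, whose best matches the paper does not report, Muribaculaceae reached 32.1% in female mouse 7, with 4.14 to 31.8% in the other mice. Genera of skin and feed reached 3.97% of these reads in male + FMT mouse 11, with 0.290 to 2.78% in the other mice.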

How the results depend on the processing

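The best match of every classified read, names as in the file, no filter together with thinning, the phyla and the group means of the 10 species of Figure 6D, the methods' test across groups and moved reads or best matches without male mouse 15 were added after the data were seen. No paired analysis was possible because the numbers of the mice are not shared between groups. Over the comparisons of groups and their counts of species, 211 values kept their direction and their side of the threshold under the changed settings, 36 lost a call or fell by over 1.5 times in number, 8 gained a call or rose as much, and 9 turned. With each mouse left out in turn, 176 values were kept, 23 lost, 7 gained and 3 turned. The lower number of species in male + FMT than in male mice kept its direction in all settings, and its call held with reads moved to a common ancestor, the filter set to 3 mice, genera and names as in the file. Leaving out a mouse of these groups cannot give a p under 0.05 (smallest p 0.1 or 0.0667). Thinning to the 1052 filtered reads of the shallowest mouse, in 1 random draw, removed most calls of species. The fold changes of all 16 between male + FMT and female mice kept their sign, but the thinned reads are a part of the same reads.

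The difference in observed species between male + FMT and male mice lost its call with reads of at least 85% accuracy (-19.1), without the filter (-211), at the smallest depth (-10.5), with best matches (-61.6), without the filter at the smallest depth (-7.44), with the run as a covariate (-43.75, mouse 16 alone against the male mice) and with the methods' post-hoc test (Tukey, -47.1), and ranged from -50.25 to -32.3 with a mouse left out. That between male and female mice turned to -8.56 without the filter at the smallest depth. The F ratio of observed species over the 3 groups passed with the filter set to 3 mice (4.62) and ranged from 2.32 to 15.3 with a mouse left out, the highest without female mouse 7. For the Shannon index, male + FMT minus male mice turned at the level of genera (-0.0659), within the first run (-0.148), with best matches (-0.138) and with the run as a covariate (-0.146) and ranged from -0.256 to 0.297 with a mouse left out, male + FMT minus female mice turned with reads of at least 85% accuracy (0.135), and male minus female mice ranged from -0.434 to 0.113, positive without male mouse 15. The mean distance of male + FMT mice to male mice minus that to female mice turned with reads moved to a common ancestor (0.0129), over the phyla of the 10 species (0.133) and between their group means (0.0158), and passed the test with the Aitchison distance (-4.73). PERMANOVA R2 over the 3 groups did not pass with reads moved to a common ancestor (0.252), within the first run (0.4001), with the run as a covariate (0.283) or over the phyla of the 10 species (0.377), and ranged from 0.282 to 0.405 with a mouse left out. With Jaccard distance R2 passed for male + FMT against male mice (0.286) and against female mice (0.291). Jaccard distance counts only which species are present, so it can depend on read depth, and it was not computed at equal depth. For male against female mice the R2 of Bray-Curtis distances ranged from 0.208 to 0.397 with a mouse left out and passed without female mouse 4. Between male + FMT and male mice limma called 2 species without the filter, 0 at the smallest depth (19 at an unadjusted p under 0.05), 0 genera (8 unadjusted), 3 species within the first run, 2 with best matches and 1 to 3 with a mouse left out, and the exact permutation test of each species 0 (6 unadjusted), which could call species only if 131 of the 229 reached its smallest p. Between male + FMT and female mice the number was 1 with reads moved to a common ancestor, 10 without the filter, 1 at the smallest depth, 8 genera, 3 within the first run, 10 with best matches, 2 without the filter at the smallest depth, 6 with a pseudocount of 0.2, 1 with the 2 groups fitted alone, 0 with the exact permutation test (18 unadjusted), 12 with centred log ratios or limma voom and 2 to 24 with a mouse left out. Between male and female mice it was 5 without the filter, 0 to 7 with a mouse left out and 0 with reads moved to a common ancestor, at least 85% accuracy, the filter set to 3 mice, the smallest depth, genera, the first run alone, best matches, a pseudocount of 0.2, centred log ratios, the 2 groups fitted alone, the run as a covariate or the exact permutation test, with 11 to 44 species at an unadjusted p under 0.05 in these settings. The cause of these changes was not tested, except that counting moved reads shrinks log2 fold changes by design, since only the total of reads grows.

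Single shares, none of them past the adjusted threshold, turned as follows, in percentage points. Counting reads moved to a common ancestor as well, the sign turned for male + FMT minus male in Proteobacteria (-6.62), and for male minus female in Proteobacteria (8.80). With reads of at least 85% accuracy, the sign turned for male minus female in Proteobacteria (0.221), bile acid dehydroxylating clostridia (-0.0107), and for male + FMT minus male in sulfate and sulfite reducers (-0.0142). With the filter set to 3 mice, the sign turned for male + FMT minus male in Cyanobacteria (0.0444). At the smallest depth, the sign turned for male + FMT minus male in bile acid dehydroxylating clostridia (-0.0554), and for male + FMT minus female in bile acid dehydroxylating clostridia (-0.00792). At the level of genera, the sign turned for male minus female in Faecalicatena contorta (-2.61), Bacteroides acidifaciens (-0.724), and for male + FMT minus female in Faecalicatena orotica (2.98). Within the first run, which holds 1 male + FMT mouse, the sign turned for male minus female in Bacteroidetes (2.65), Bacteroides and Parabacteroides (1.37), and for male + FMT minus female in Cyanobacteria (-0.0419), Faecalicatena contorta (-2.42), Parabacteroides goldsteinii (-0.359), butyrate producers (-1.21), and for male + FMT minus male in Faecalicatena contorta (-3.26), Faecalicatena orotica (-0.209), sulfate and sulfite reducers (-0.108). With the run as a covariate, the sign turned for male minus female in Bacteroidetes (2.65), Bacteroides and Parabacteroides (1.37), and for male + FMT minus male in Faecalicatena contorta (-3.26), Faecalicatena orotica (-0.209), sulfate and sulfite reducers (-0.108), and for male + FMT minus female in Parabacteroides goldsteinii (-0.265). On the log2 scale, the sign turned for male + FMT minus female in Verrucomicrobia (0.96), Akkermansia muciniphila (0.96), Bacteroides rodentium (-1.10), mucin users (0.84), and for male + FMT minus male in Kineothrix alysoides (-0.17), Bacteroides acidifaciens (-0.0060), sulfate and sulfite reducers (-0.091), bile acid dehydroxylating clostridia (-0.060), and for male minus female in Faecalicatena contorta (-0.20). Counting the best match of every classified read, the sign turned for male + FMT minus male in Proteobacteria (-6.61), bacteria that bloom after antibiotics (-7.38), genera of skin and feed (0.977), and for male minus female in Proteobacteria (8.75), and for male + FMT minus female in genera of skin and feed (0.849). Without the filter and at the smallest depth, the sign turned for male + FMT minus male in bile acid dehydroxylating clostridia (-0.0644).

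An unadjusted p under 0.05 in a permutation test was gained without male mouse 15 for male minus female in Cyanobacteria (0.475, p = 0.0286); with the run as a covariate for male + FMT minus male in Proteobacteria (9.60, p = 0.0476), Bacteroides rodentium (13.5, p = 0.00952), Bacteroides and Parabacteroides (25.5, p = 0.0476), bacteria that bloom after antibiotics (13.9, p = 0.0381); without male mouse 14 for male minus female in Verrucomicrobia (22.7, p = 0.0286), Akkermansia muciniphila (22.7, p = 0.0286), mucin users (22.7, p = 0.0286), bacteria that bloom after antibiotics (3.16, p = 0.0286); without female mouse 4 for male minus female in Lactobacillus taiwanensis (-14.9, p = 0.0286), Faecalicatena orotica (-4.97, p = 0.0286), lactobacilli (-23.0, p = 0.0286), sulfate and sulfite reducers (-3.43, p = 0.0286); without female mouse 5 for male minus female in Parabacteroides goldsteinii (-2.67, p = 0.0286); with reads of at least 85% accuracy for male + FMT minus male in Muribaculaceae (0.343, p = 0.0286); with the run as a covariate for male minus female in sulfate and sulfite reducers (-1.94, p = 0.0464). With the run as a covariate the values of male + FMT minus male rest on male + FMT mouse 16 alone, and none of the values passed after adjustment.

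Leaving out each mouse in turn, the sign also turned for some shares. For male minus female, the range in percentage points was that of Bacteroidetes (-5.22 to 2.65), Ruminococcus champanellensis (-0.415 to 3.91), Faecalicatena contorta (-0.0882 to 2.07), species of Figure 6D (-2.16 to 9.60), Bacteroides and Parabacteroides (-4.85 to 1.37), genera of skin and feed (-0.0897 to 0.00644). For male + FMT minus male, the range in percentage points was that of Cyanobacteria (-0.357 to 0.152), Firmicutes (-16.0 to 6.88), Kineothrix alysoides (-2.44 to 5.69), Bacteroides rodentium (-0.901 to 6.29), Bacteroides acidifaciens (-0.926 to 2.10), butyrate producers (-7.16 to 3.05), sulfate and sulfite reducers (-0.0766 to 0.112), bile acid dehydroxylating clostridia (-0.0233 to 0.0881). For male + FMT minus female, the range in percentage points was that of Cyanobacteria (-0.00646 to 0.280), Proteobacteria (-0.369 to 5.28), Verrucomicrobia (-2.69 to 1.14), Akkermansia muciniphila (-2.69 to 1.14), Bacteroides rodentium (-2.99 to 4.22), Parabacteroides goldsteinii (-1.24 to 2.36), butyrate producers (-0.346 to 9.46), mucin users (-2.70 to 1.13). The cause was not tested.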

Differences from the paper's values

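No value read from the text or by eye from Fig. 6B or Fig. 6D differed from the value here by more than the spread between mice and by more than 1.5 times. The number of reads equals the paper's total of 398221. The number of observed species in male + FMT mice was 159 here and about 140 in Fig. 6B, read by eye, that in male mice 206 here and about 180, and that in female mice 188 here and about 170.

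The paper places male + FMT mice closer to female than to male mice in composition at the species level. Over all filtered species the mean distance of male + FMT mice to male mice minus that to female mice was -0.0662, nearer to male mice, and over the 10 species of Fig. 6D alone it was -0.0191 (exact permutation p = 0.714). Both values lack the direction that the paper states. Between the group means of the 10 species, the form in which Fig. 6D shows them, the difference was 0.0158, and over the phyla of the 10 species, the form of Fig. 6C, it was 0.133. These settings were chosen after seeing the values and give the paper's direction, and neither passed the exact permutation test. Of the alternatives set before the data were examined, counting reads moved to a common ancestor also gave the paper's direction (0.0129).

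The paper marks the lower number of species in male + FMT than in male mice as significant in Fig. 6B. With the post-hoc test that its methods name (Tukey), which adjusts over the pairs of groups, p was 0.0517 here. The exact permutation test of this pair gave p = 0.0286 without such adjustment, so the thresholds are unlike. The exact test of observed species across the 3 groups did not pass. For the Shannon index, which the paper calls comparable across groups, the F ratio was 0.228 here (exact permutation p = 0.906).

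The paper lists Parabacteroides goldsteinii, Bacteroides acidifaciens and Kineothrix alysoides as increased in male mice after FMT. The means here have the same direction for all 3 species, and none of the differences passed the exact permutation test. On the log2 scale the difference was -0.0060 for Bacteroides acidifaciens and -0.17 for Kineothrix alysoides, opposite to the paper's direction. In no setting that allows a test did the permutation test of these shares give p under 0.05 between male + FMT and male mice.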

Other observations

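The hypothesis of transfer from female donors and the splits of the mice below were set as tests before their results were seen.

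Some groups of bacteria stand outside the paper's text. Rikenellaceae, here mostly Alistipes, made up 9.76% ± 5.60 of the reads in male + FMT mice (SD, n = 3), 5.72% ± 2.43 in male mice (SD, n = 4) and 4.01% ± 1.48 in female mice (SD, n = 4), and Muribaculaceae, a dominant family of the mouse gut, 2.13% ± 1.41, 0.739% ± 0.329 and 1.40% ± 1.17 in the same order. All 8 Rikenellaceae and all 6 Muribaculaceae tested had a higher fitted share in male + FMT than in male mice, with shares and with centred log ratios, yet the summed shares did not pass the exact permutation test (p = 0.286 and p = 0.114, adjusted p = 0.637 and 0.457). These shares cover species-level reads, and the families differ in how many of their reads were moved to a common ancestor. By best match over all classified reads Muribaculaceae made up 17.1% ± 10.7, 6.96% ± 4.66 and 13.0% ± 8.09, and lactobacilli 0.143% ± 0.0329, 0.226% ± 0.124 and 3.86% ± 3.67. Among species-level reads butyrate producers made up 14.7% ± 10.6, 15.8% ± 8.63 and 8.95% ± 6.76. Sulfate and sulfite reducers made up 0.178% ± 0.202, 0.140% ± 0.0357 and 2.69% ± 2.06 (male + FMT against female mice, exact permutation p = 0.114). The only bile acid dehydroxylating species that passed the filter, [Clostridium] scindens, made up 0.126% ± 0.114, 0.102% ± 0.0427 and 0.0767% ± 0.0390. Of the mucin users 2 species were tested, and their sum of 1.18% ± 1.71, 19.9% ± 22.4 and 2.89% ± 5.70 was nearly all Akkermansia muciniphila (male against female mice, exact permutation p = 0.0571, 1 of 2 higher over all species and over the list alone). Genera of skin and feed (2 species tested) held 0%, 0.0355% ± 0.0575 and 0.1005% ± 0.0749, and genera known from reagents had no species past the filter.

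The paper does not report Bacteroides intestinalis, the only species that limma called between male + FMT and male mice. It had 0 to 4 reads in each female mouse, so that the female samples sequenced here, which the paper calls donors, hold little of it. A bloom after the antibiotics and a transfer from donors with more of it both stay untested.

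A hypothesis was that female bacteria were transferred to the male + FMT mice. Of 17 species with at least 5 reads in a female mouse and no read in any male mouse, 6 (35.3%) had reads in male + FMT mice, and of 30 species with the reverse pattern 14 (46.7%) had. Of these, 5 of the 6 and 5 of the 14 rest on a single read. The difference of -11.4 percentage points lies opposite to the direction set beforehand for transfer. It falls within the range over the 70 assignments of these mice (one-sided exact p = 0.657). The recipients were male and may have kept species of male mice, so this sign does not argue against transfer. The 17 species also include several of Staphylococcus and Streptococcus, genera counted here among those of skin and feed. With so few reads the test says little about transfer either way. The paper calls the sequenced female mice donors, and their feces were sampled after EtOH. The transplanted feces were pooled from female mice before the antibiotics. Whether the same mice gave both cannot be read from the labels.

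Other splits of the same mice were counted for the numbers of species that limma called. Chance cannot be excluded for the 1 species between male + FMT and male mice (5 of 35 splits gave as many, the highest other split 4), for the 16 between male + FMT and female mice (2 of 35, the highest other split 26) or for the 1 between male and female mice (5 of 35, the highest other split 8). The split with 26 species sets female mice 5, 6 and 7 against the male + FMT mice together with female mouse 4, which points to a structure of the samples in which female mouse 4 stands apart from its group. Species whose values do not overlap between groups made up 5.24% of all species for male + FMT against male mice (5.71% by chance), 10.9% for male + FMT against female mice (5.71% by chance) and 4.80% for male against female mice (2.86% by chance).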
